# Ovarian dysfunction following prenatal exposure to an insecticide, chlordecone, associates with altered epigenetic features

**DOI:** 10.1186/s13072-019-0276-7

**Published:** 2019-05-13

**Authors:** Louis Legoff, Ouzna Dali, Shereen Cynthia D’Cruz, Antonio Suglia, Aurore Gely-Pernot, Chloé Hémery, Pierre-Yves Kernanec, Abbassia Demmouche, Christine Kervarrec, Sergei Tevosian, Luc Multigner, Fatima Smagulova

## Abstract

Chlordecone (CD) is an insecticide that was used in the French West Indies for several years to control the banana root borer pest. Given its nonsignificant degradation, it persists in the environment. CD is a carcinogenic compound with reproductive and developmental toxicity and is a recognized endocrine-disrupting chemical. In this study, we examined the effects of CD on female reproductive system of mice with the focus on epigenetic features in ovary. Our data show that gestational exposure to low dose of CD affects meiotic double-strand breaks repair in female embryos. In adult mice derived from CD-treated pregnant females, we observed delayed puberty, decreased number of primordial and increased number of atretic follicles. Gene expression analysis revealed that *Rcbtb2* and *Rbpms* genes were not expressed in embryonic gonads. Estrogen signaling- and oocyte maturation-associated genes were downregulated in adult ovaries. The morphological changes were associated with altered epigenetic features: increased H2Aub and increased H3K27me3 and decreased H4ac and H3K4me3 in embryonic oocytes. The DNA damage-associated, γH2AX marks were detected in the follicles of treated but not control adult ovaries. We also found reduced H3K4me3 and H4ac in fully grown oocytes of the treated ovaries. The ChIP-seq analysis of H3K4me3 in adult ovaries showed that target genes of ZFP57 and TRIM28, which regulate pluripotency and imprinting, were significantly enriched in altered regions. Our study clearly demonstrates that gestational exposure to a low dose of CD impairs the function of female reproductive system and the changes are associated with altered epigenetic features.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-019-0276-7) contains supplementary material, which is available to authorized users.

## Introduction

Environmental factors are known to affect numerous biological processes, particularly development, due to high proliferative activity of cells during organogenesis. While the ability of environmental compounds to cause changes in the DNA makeup of the developing cell is well known, the ability of the chemicals to alter epigenetic processes in the cell is just beginning to be understood. During mammalian development, two rounds of epigenetic reprogramming occur to promote distinct cellular fates that would give rise to germ cells. The first event occurs in preimplantation embryo and the second one in the primordial germ cells when the cells undergo the somatic-to-germline transition (SGT) (e.g., reviewed in [1]). During SGT, germ cells of both sexes reset their epigenetic marks and become committed to oocyte or male gonocyte fates. Consequently, the developmental window of SGT is very sensitive to exogenous environmental factors.

In male animals, environmentally induced changes have been shown to induce stable modifications in the mammalian germline and contribute to transgenerational effects [2–5]. In some cases, toxicant-induced effects were detected up to the fourth generation of males in the absence of the initial stimulus [6]. In contrast to male gonocytes, the embryonic ovarian germ cells after SGT undergo meiosis, a specialized division process that gives rise to haploid gametes. Subsequently, meiosis gets arrested in females just before birth. During meiosis, DNA is particularly vulnerable to environmental exposure because meiosis entails the formation of double-strand DNA breaks (DSBs) throughout the entire genome. DSBs formation is an integral part of the homologous recombination process, with the major goal of bringing together the parental chromosomes before first meiotic division. DSBs formation normally occurs at discrete regions of the genome known as recombination hotspots; up to 25000 hotspots were found in the mouse genome in meiotic cells [7]. Hence, exposure to toxicants at this stage is likely to result in chromosome missegregation and the formation of abnormal gametes.

Meiosis in females remains dormant until puberty and is completed only after fertilization. Successful meiosis requires the orchestrated actions of a comprehensive histone modification ensemble, which include histone phosphorylation, trimethylation, acetylation, ubiquitination, among others [8, 9]. Histone H2A and H2B ubiquitination are critical for meiosis. For instance, H2A ubiquitination (H2Aub) in meiotic prophase cells was observed at the heterochromatic X and Y chromosomes in males [10], as well as at unsynapsed chromosomes of both sexes [11]. Ubiquitination of H2A is also important for DNA repair; these marks are abundant at DNA damage sites [12]. It is suggested that E3 ubiquitin ligase RNF8 catalyzes the ubiquitination of H2A and H2AX at damaged sites [13, 14]. On the other hand, H2A ubiquitination is also critical for polycomb repressor complex 1 (PRC1)-dependent repression of developmental genes, which is required to maintain embryonic stem (ES) cell identity [15]. During this process, polycomb repressor complex 2 (PRC2) is first recruited to the developmental genes where it catalyzes the trimethylation of histone H3 at lysine 27 (H3K27me3) [16, 17]. Genes with H3K27me3 marks are subsequently targeted by PRC1, and their chromatin acquires ubiquitination at histone H2A. This PRC1/PRC2 combination regulates, for example, Hox gene family and targets of *Oct4/Nanog/Sox2* genes. Monoubiquitination of H2A at developmental genes is catalyzed by E3 ligases, such as RING1A and RING1B [18]. Thus, histone H2Aub appears to play an essential role in gene regulation and maintain DNA integrity during meiosis.

Recent studies have shown that growing oocytes in arrested meiosis undergo another specialized reprogramming event [19]. Specifically, the fully grown oocytes acquire the non-canonical broad domains of histones H3K4me3 [19, 20]. Notably, DNA methylation in growing oocytes negatively correlates with these broad peaks, which suggests that blocking DNA methylation at these domains is essential for the early histone-mediated developmental program after fertilization [19]. Both the establishment of the broad H3K4me3 domains in the oocyte and their timely removal past fertilization are critical for zygote genome activation (ZGA) and early embryogenesis [19, 20]. Some of the broad peaks, however, are preserved in late embryos which points to their potential role in later development [20].

During early mammalian development, reversal of histone modifications plays an equally important role as their addition. Many cellular factors including nuclear receptors are implicated in the regulation of histone demethylation and thereby could influence the preservation/removal of histone marks. For example, estrogen receptors (ERs) regulate the activity of histone demethylase [21, 22]. ERs, particularly estrogen receptor beta (ESR2), are expressed in many developing tissues, indicating multiple important functions of estrogen signaling during development (reviewed in [23]). Experimental evidence shows that exposure to environmental toxicants such as bisphenol A (BPA) affects developmental processes, at least partially, through binding to estrogen receptors [24]. BPA also modulates meiosis by affecting chromosomal synapsing, DSBs repair or changing the expression of meiotic genes that rely on the ER function. The organochlorine insecticide, chlordecone (CD, also known as Kepone), has also been shown to bind both ESR1 and ESR2 [25, 26]. Our previous studies on the effects of CD on the male reproductive system showed that CD causes transgenerational effects [2]. We showed that transgenerational effects are associated with alterations in histone H3K4me3 methylation marks residing in DNA locations that are strongly enriched for ESR1 binding motifs in directly exposed F1 and non-exposed F3 generation males [2]. Our study demonstrated that histone epigenetic marks could mediate the transmission of CD-promoted effects to subsequent generations via male germline. Since CD is a very stable compound in the environment, it was predicted that it would persist in the French West Indies for many centuries due to its intensive use from 1973 to 1993 to control the banana root borer pest in the region; therefore, the population there is constantly exposed to this toxicant [27]. Hence, it is very important to reveal the mechanistic effects of CD on organ development including the reproductive system to identify new biomarkers of exposure.

In this new study, we examined the effects of CD on murine female reproductive system exposed in utero, with the focus on epigenetic histones marks that are important for oocyte development and maturation. Our results show that gestational exposure to low dose of CD leads to oxidative stress and affects meiosis and gene expression in embryonic ovaries. In the adult animals from the same lineage, we observed delayed puberty and decreased number of primordial (but increased the number of atretic) follicles. The morphological changes promoted by CD are associated with epigenetic changes in both embryonic and adult ovaries. In summary, CD causes deleterious effects on the female reproductive system, and these effects are associated with modified epigenetic features.

## Results

### The increase in 8-oxo-G in embryonic oocytes after CD exposure

To reveal whether exposure to CD leads to oxidative stress, we analyzed the levels of 8-oxo-G, which is one of the most common lesions produced in DNA. We performed immunohistochemical analysis of 8-oxo-G by staining the structurally preserved nuclei obtained from E15.5 embryonic ovaries against 8-oxo-G and SYCP3 (a component of the synaptonemal complex to visualize chromosomes) (Fig. 1a) as described in Methods section. Since cells have a spherical form and to better analyze the nuclear content of 8-oxo-G, we performed z-stack and deconvoluted the images (details in Method section). We performed the quantitative analysis of mean-averaged intensities of individual images separately in cytoplasm and nucleus. In E15.5 in CD-exposed oocytes, we found 1.4 times increase in 8-oxo-G signal in the nucleus, but no significant changes were observed in the cytoplasm (Fig. 1b). We determined the mRNA expression of the gene encoding for the enzyme nucleoside diphosphate-linked moiety X-type motif 1 (NUDT1) that eliminates 8-oxo-G and observed 2.1 times increase in its expression (Fig. 1c). These data suggest that exposure to a low dose of CD promotes oxidative stress in embryonic oocytes.

**Fig. 1:**
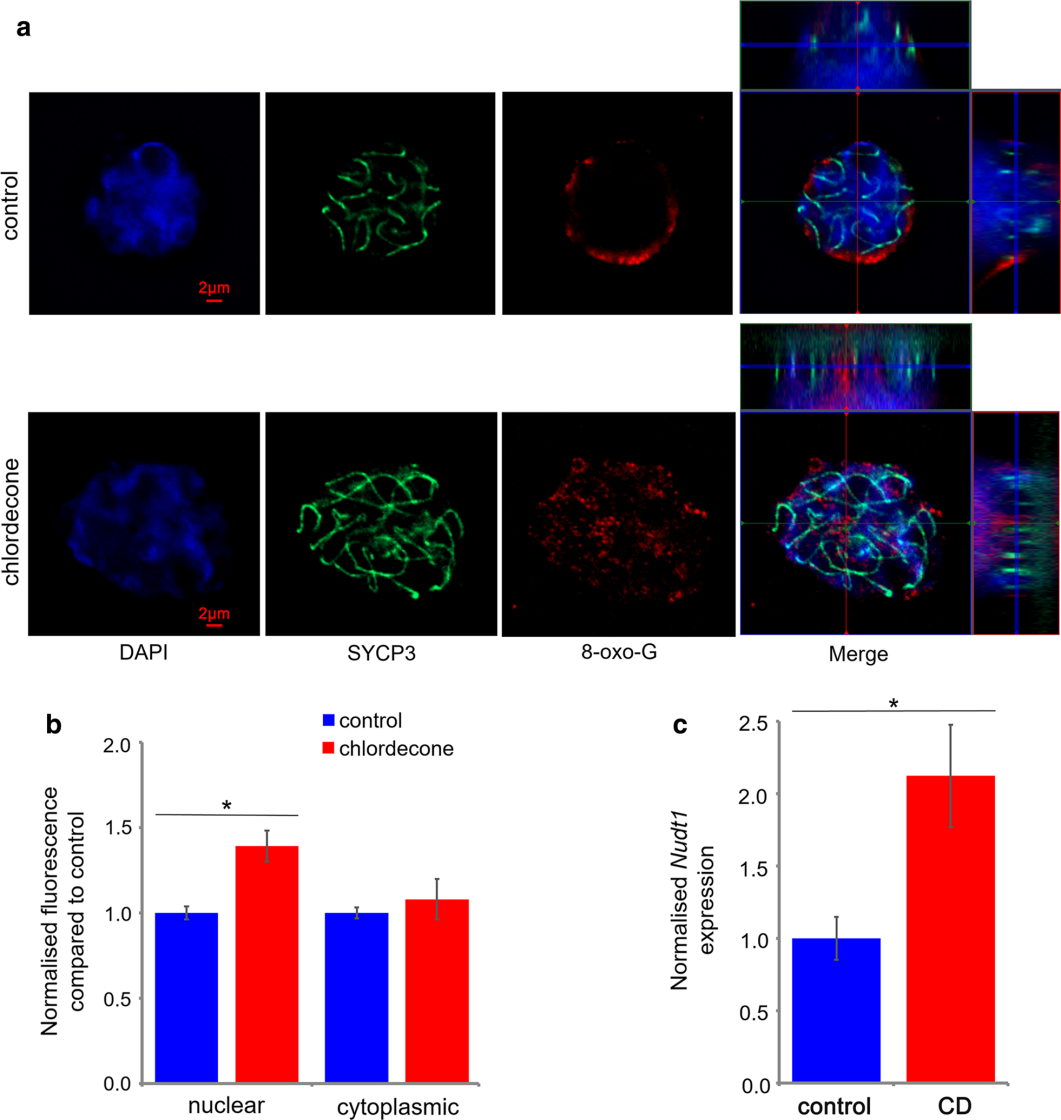
The gestational exposure to CD leads to oxidative stress. Gestational exposure to CD increases the accumulation of 8-oxo-G in fetal oocytes. **a** Representative images of E15.5 oocytes immunostained with antibodies against 8-oxo-G (red), or SYCP3 (green) in structurally preserved nuclei are shown (63X magnification). Given the nuclear 3D structure, we used z-stack image processing technique as described in Methods section, followed by image deconvolution. In the merged image that represents the top view (X/Y axis) of the image, the section views of the X/Z axes (top) and Y/Z axes (right) are also shown. **b** Quantitative analysis of 8-oxo-G staining in E15.5 samples which represents the mean-averaged intensities of 21 individual image planes that were calculated separately in cytoplasm and nucleus. The data were expressed as normalized fluorescence compared to control ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, *t* test. **c** The normalized mRNA expression level of *Nudt1*, *p < 0.05, *t* test. The gene expression was normalized to the expression of germ cell marker, *Dazl* gene

### Meiotic defects are increased in CD-exposed ovaries

To analyze the effects of CD on prophase I of meiosis, we prepared surface spreads from E15.5 ovaries as described in Methods section. We immunostained the spreads for the DNA-binding recombination protein DMC1, and for SYCP3, to visualize the chromosomes (Fig. 2a). DSBs formation and repair is a very dynamic process; the new DSBs appear and get repaired simultaneously, so the numbers of DMC1-stained foci vary from cell to cell. We also analyzed the dynamics of DNA repair by analyzing the DMC1 foci number at E17.5. Most of the breaks are repaired at this time point (Fig. 2b). To evaluate the efficiency of meiotic DNA repair, we calculated the average number of DMC1 foci per oocyte in control and treated groups. The numbers of DMC1 foci at E15.5 were significantly higher in CD-treated oocytes (308 ± 26, CD and 185 ± 14, control), suggesting that CD exposure affects the DNA repair process (Fig. 2c). At E17.5, we found that DSB foci in treated samples (44 ± 3) are still higher compared to control (20 ± 1) (Fig. 2d), which suggests that in exposed ovaries DNA repair process was compromised.

**Fig. 2:**
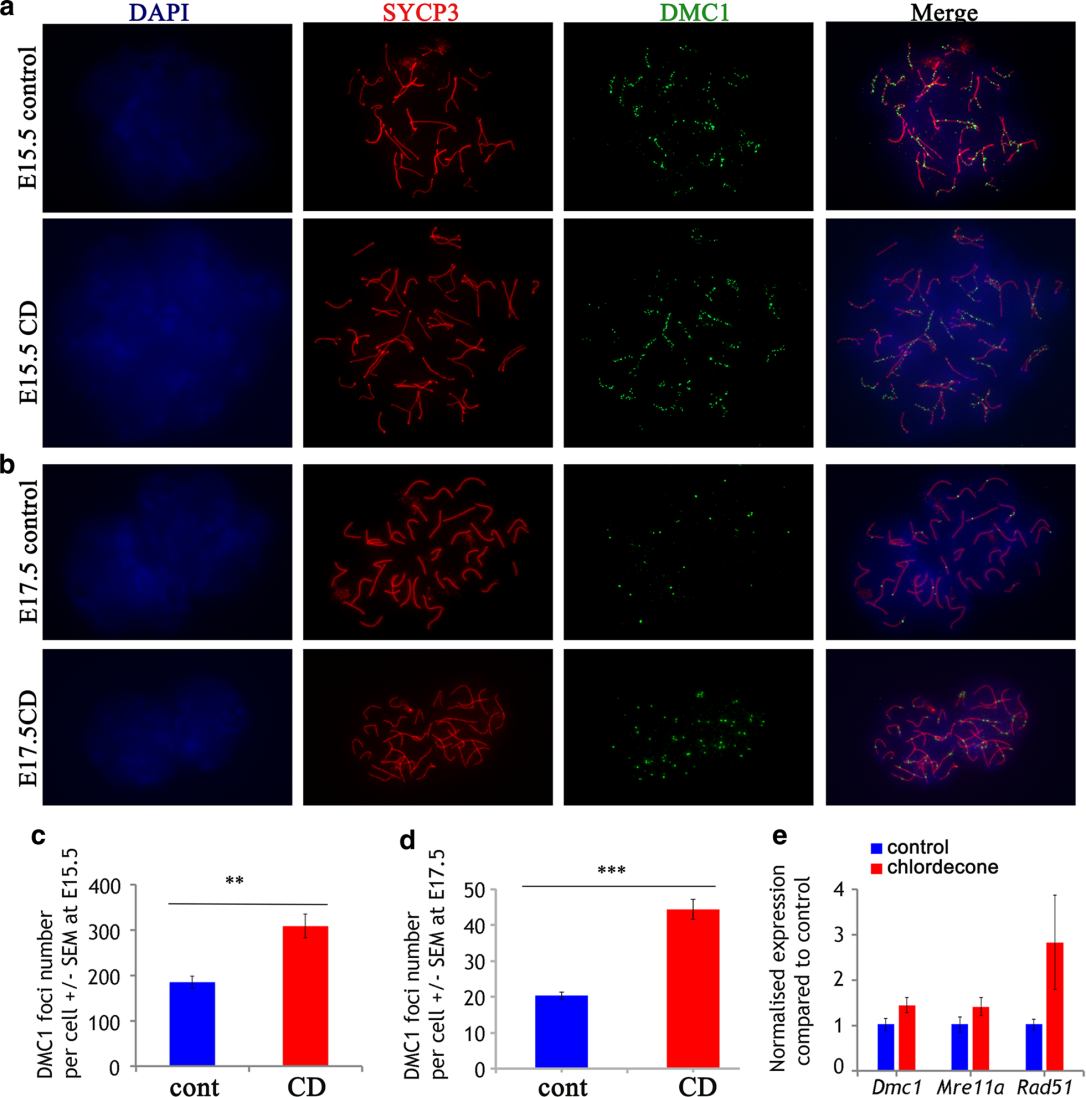
Critical meiotic step is perturbed in embryonic ovaries exposed to CD. **a** Surface spreads from E15.5 control (top row) and CD-treated ovaries (bottom row) were immunostained with anti-DMC1 (green) and anti-SYCP3 (red) antibodies (63X magnification). **b** Surface spreads from E17.5 control and CD-treated ovaries. **c**, **d** Quantitative analysis of the number of DMC1 foci per cell performed on at least twenty of E.15 and 17.5 oocytes from four replicates from different litters, *n* = 4 for each group, **p < 0.01, *t* test. **e** The expression levels of genes involved in DSBs repair were analyzed by RT-qPCR using RNA from E15.5 ovaries from control and CD-treated animals, *p < 0.05, *t* test

To determine whether ovarian DNA repair is associated with altered activity of DNA repair proteins, we analyzed the RNA expression of the genes that encode major DNA repair proteins (DMC1, RAD51, MRE11A). The mRNA expressions of *Rad51, Mre11a* and *Dmc1* have increased, but the changes were not significant (Fig. 2e). In summary, DSB repair efficiency was altered in CD-exposed oocytes.

### Increase in H2Aub and H3K27me3 and a decrease in H3K4me3 and H4 acetylation after CD exposure

To reveal whether gestational exposure to CD affects H2Aub, which is also associated with damaged and unsynapsed chromosomes in the meiotic cells, we immunostained the surface spreads for H2Aub and SYCP3 in E15.5 oocytes. H2Aub in females normally appears as dots around the chromosomes, and it decorates all the chromosomes intensively at the *leptotene* stage, with the signal being decreased at the *zygotene* stage (Fig. 3a and Additional file 1: Fig. S1). In somatic cells (which do not express SYCP3), the signal is mostly associated with the Barr body (Fig. 3b). We performed the quantitative analysis of H2Aub in the cells at the *leptotene* and *zygotene* stage and in somatic cells. In treated samples at *leptotene* stage, the intensity of H2Aub increased 1.7 times (Fig. 3c), at *zygotene* stage the intensity of H2Aub increased 2.6 times (Fig. 3d), and in somatic cells, 3.3 times (Fig. 3e). Since these marks are introduced at damaged sites by the E3 ubiquitin ligase enzyme RNF8 and at pluripotency genes by RING1A, we analyzed their gene expression levels by RT-qPCR. We determined that RNA expression of *Rnf8* increased 3.0 times in exposed ovaries (Fig. 3f); in contrast, *Ring1a* expression was not significantly affected, which suggest that genotoxic effects of CD could explain the increase in H2Aub. Because there is a functional link between the enzymes, which introduce H2Aub and H3K27me3 marks [28, 29], we analyzed the H3K27me3 mark occupancy using immunostaining of surface spreads for H3K27me3 and SYCP3 in E15.5 oocytes. H3K27me3 marks appeared around all chromosomes in meiotic cells (Fig. 4a, and Additional file 1: Fig. S2), with the signal in somatic cells being strong at Barr bodies (Fig. 4b). Quantitative analysis of H3K27me3 intensities showed that these marks have increased occupancy in meiotic cells 1.8 times (Fig. 4c), and 1.9 times in somatic cells (Fig. 4d). Since H3K27me3 modification is introduced by EZH2, we assayed the mRNA expression levels of *Ezh2* in E15.5 ovaries by using RT-qPCR. The analysis revealed that *Ezh2* expression has increased 2.2 times (Fig. 4e).

**Fig. 3:**
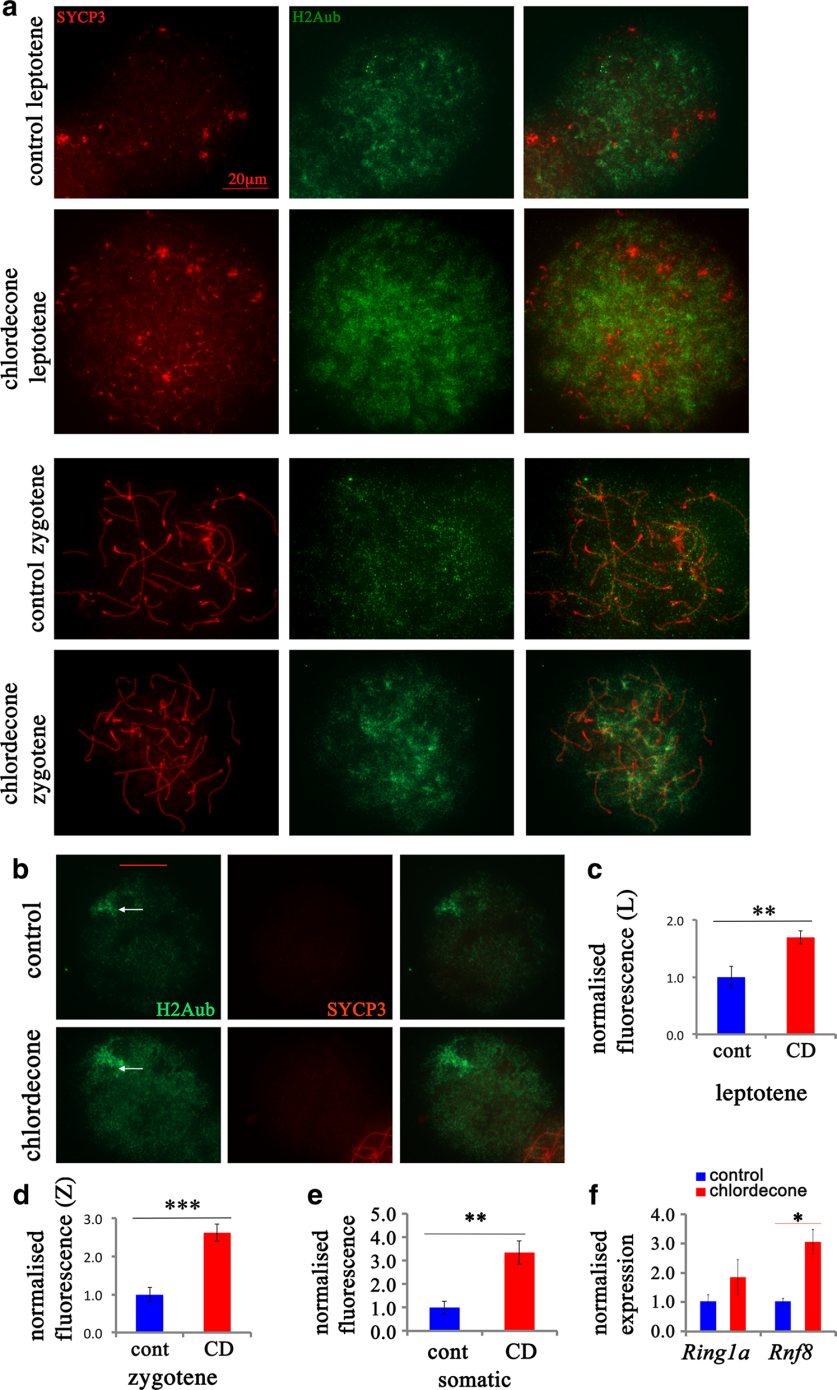
Meiosis defects are associated with altered H2Aub occupancy. **a** Surface spreads from E15.5 ovaries in *leptotene* stage from control (first row) and CD-exposed mice (second row) and in *zygotene* stage from control (third row) and CD-exposed (fourth row) ovaries (63X magnification). Spreads from ovaries were immunostained with anti-H2Aub (green) and anti-SYCP3 (red) antibodies. Quantitative analysis of anti-H2Aub intensity in cells in *leptotene* and (**c**) in *zygotene* (**d**) stages. **b** Representative images of H2Aub in somatic cells. The Barr body is shown with an arrow. Images from 4 control and 5 treatment biological replicates were used for analysis, and the normalized fluorescence intensities in somatic cells (**e**) are provided. The immunofluorescence was performed as described in Methods section using antibodies against H2Aub and SYCP3; the images were obtained using microscope using the fixed exposure time. The images were analyzed using ImageJ software and normalized fluorescence was calculated and the averaged value ± SEM were compared, **p < 0.01, *t* test, the bar represents 20 µm. The analysis was performed on at least 20 oocytes from four replicates for each group, *n* = 4 for each group, *p < 0.05, **p < 0.01, ***p < 0.001, *t* test. **f** The gene expression level of *Rnf8* and *Ring1a* genes was analyzed by RT-qPCR using RNA from E15.5 ovaries from control and CD-treated animals, **p < 0.01, *t* test

**Fig. 4:**
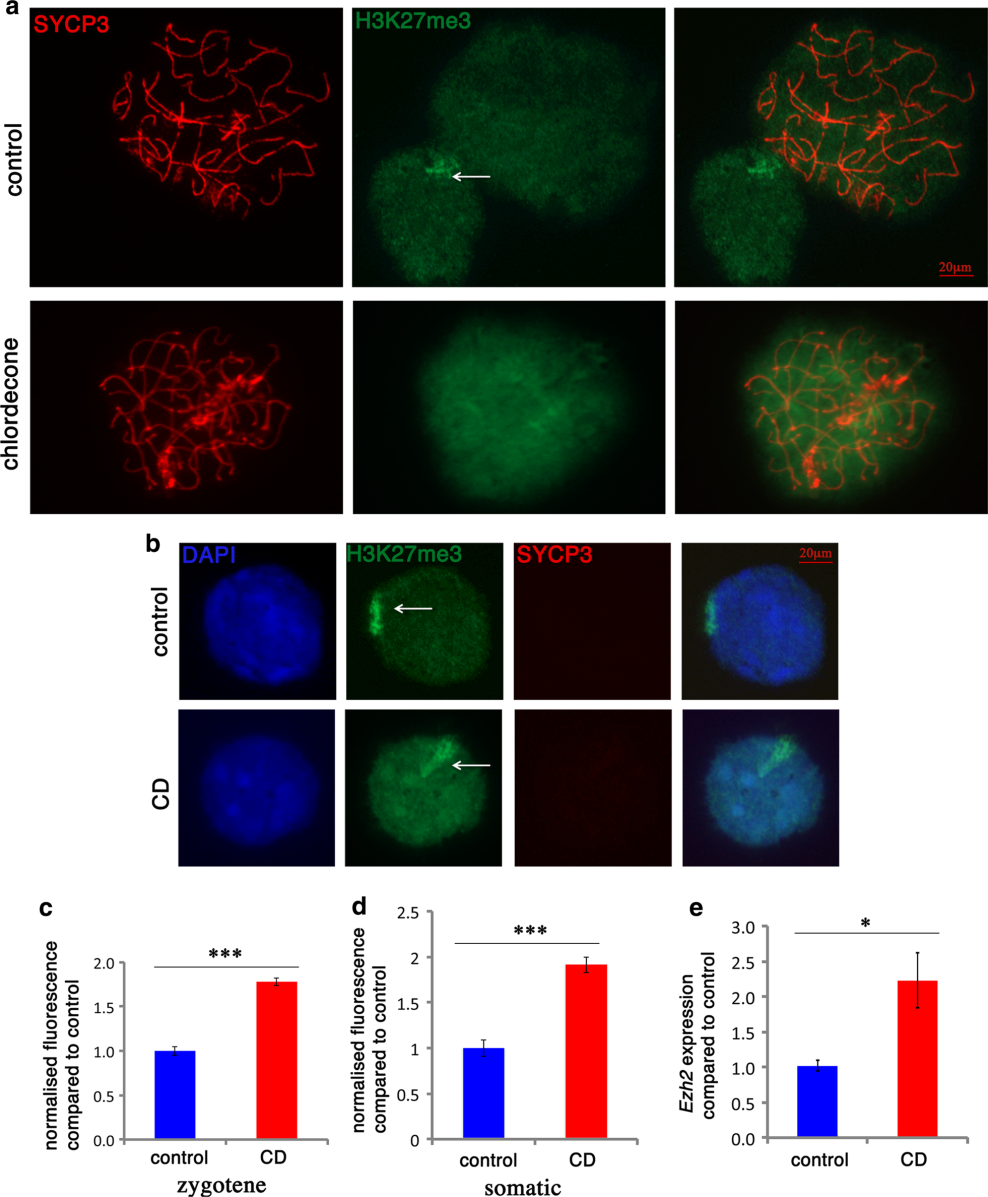
Meiosis defects are associated with altered H3K27me3 occupancy. **a** Surface spreads from E15.5 control (top row) and CD-exposed (bottom row) ovaries were immunostained with anti-H3K27me3 (green) and anti-SYCP3 (red) antibodies, **b** expression of H3K27me3 in somatic cells (63X magnification). The Barr body is shown with an arrow. Quantitative analysis of the anti-H3K27me3 intensity in **c** meiotic cells and **d** somatic cells. The analysis was performed on at least 20 oocytes from four different animals for each group, *n* = 4 for each group, *p < 0.05, **p < 0.01, ***p < 0.001, *t* test. **e** The gene expression level of *Ezh2* was analyzed by RT-qPCR using RNA from E15.5 ovaries from control and CD-treated animals, *p < 0.05, *t* test

We also analyzed the effects of CD on histone H3 trimethylation at lysine 4. Histone H3K4me3 is a pivotal mark that is associated with transcription start site, and it is also enriched in regions with open chromatin [30, 31]. We performed the analysis of H3K4me3 using immunostaining of meiotic spreads against H3K4me3 (Fig. 5a). The quantitative analysis showed that H3K4me3 intensity has decreased in oocytes 2.1 times (Fig. 5b), but not significantly affected in somatic cells (Fig. 5b).

**Fig. 5:**
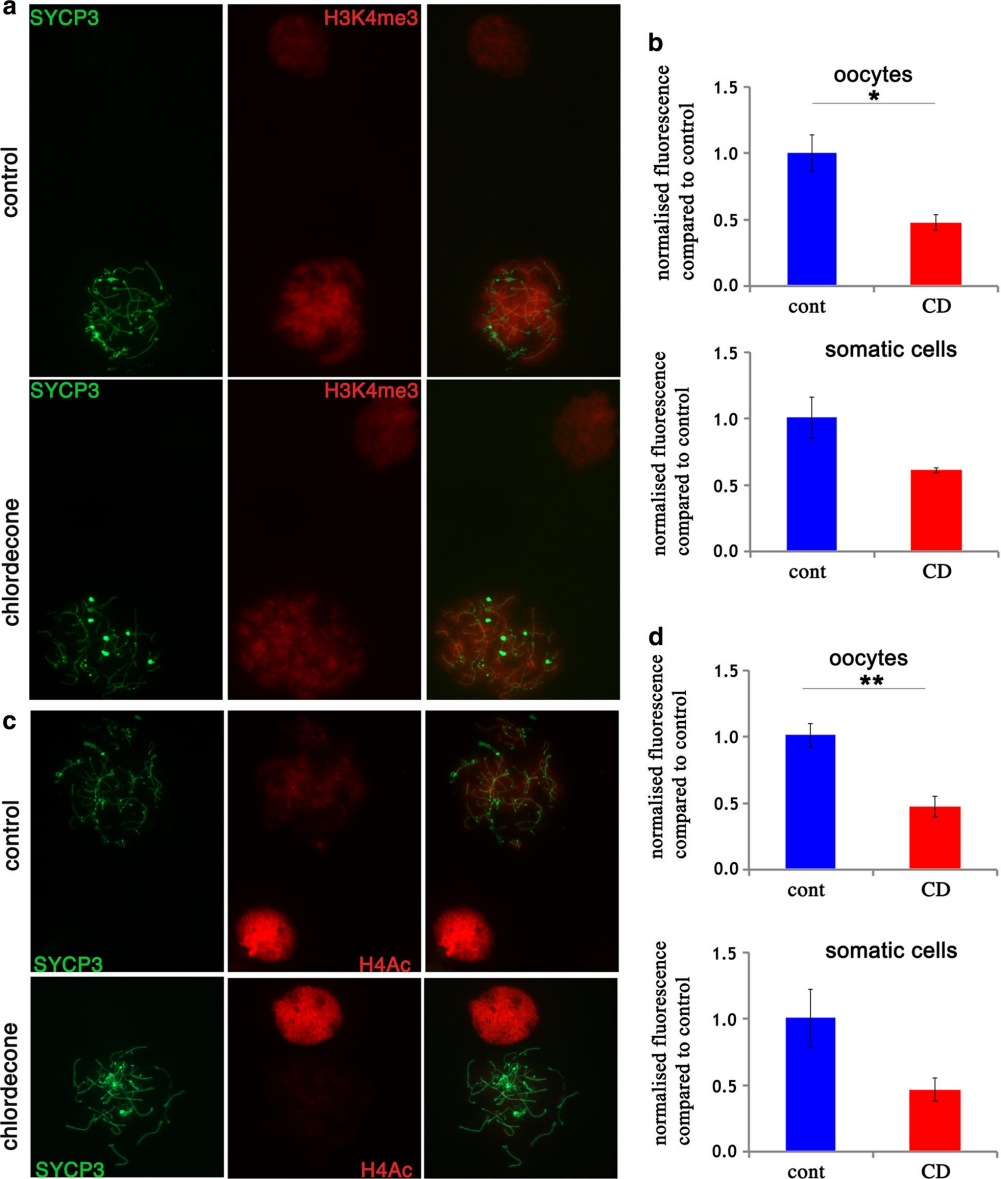
Meiosis defects are associated with altered H3K4me3 and H4Ac occupancy. **a** Surface spreads from E15.5 ovaries in *zygotene* stage and somatic cells from control (first row) and CD-exposed mice (second row) were immunostained with anti-H3K4me3 (red) and anti-SYCP3 (green) antibodies (63X magnification). **c** Surface spreads from E15.5 ovaries in *zygotene* stage and somatic cells from control and CD-exposed mice were immunostained with anti-H4 (red) and anti-SYCP3 (green) antibodies. **b**, **d** Quantitative analysis of anti-H3K4me3 and H4Ac intensities in *zygotene* stages of oocytes and in somatic cells. The analysis was performed on at least 20 oocytes from four replicates for each group, *n* = 4 for each group, *p < 0.05, **p < 0.01, ***p < 0.001, *t* test

H4 acetylation is important both for DNA repair and for chromatin-remodeling events [32]. We also analyzed histone acetylation using immunostaining of meiotic spreads against H4ac (Penta, acetylated at residues K5, K8, K12, K16) (Fig. 5c). The quantitative analysis showed that H4ac intensity has decreased 2.1 times in the CD-exposed oocytes (Fig. 5d), but no significant changes were observed in somatic cells. Our data suggest that epigenetic marks associated with transcriptional activities and chromatin remodeling were also altered upon CD exposure in embryonic oocytes.

### The effects of CD on embryonic gene expression

In our previous work that examined the effects of CD on males, we found that a large number of genes were deregulated [2]. To identify whether these genes are affected in female mice, we analyzed the expression of some of these genes in E15.5 embryonic ovaries. We found that the expression of *Rcbtb2* (regulator of chromosome condensation [33]) and *Rbpms* (RNA-binding protein critical repressor of AP-1 signaling [34]) was totally absent in E15.5-treated ovaries (Additional file 1: Fig. S3), which implies that CD targets similar genes in ovaries as well.

We also analyzed the expression of genes encoding for transcription factors important for ovarian development, FOXL2 and FOXO3. We determined that expression of *Foxo3* RNA increased 2.3-fold. In contrast, no significant changes in the expression of *Foxl2* were noted. Since CD has estrogenic effects, we tested whether exposure to CD affects the expression level of nuclear receptors such as *Esr1* and *Esr2*, but no significant alterations could be observed (Additional file 1: Fig. S3). Overall, our data demonstrate that gestational exposure to CD affects genes associated with important functions including development and chromatin remodeling.

### Exposure to CD leads to delayed puberty and affects the expression of multiple genes important for follicle development

To understand how embryonic exposure to CD impacts the ovarian function in adults, we analyzed the timing of vaginal opening in female rodents. We checked the opening daily in control and treated groups. We observed that there was a significant delay in the vaginal opening in CD-treated mice compared to the control group (27.1 ± 0.3 control and 33.6 ± 0.4 treatment, ***p < 0.001, *t* test) (Fig. 6a).

**Fig. 6:**
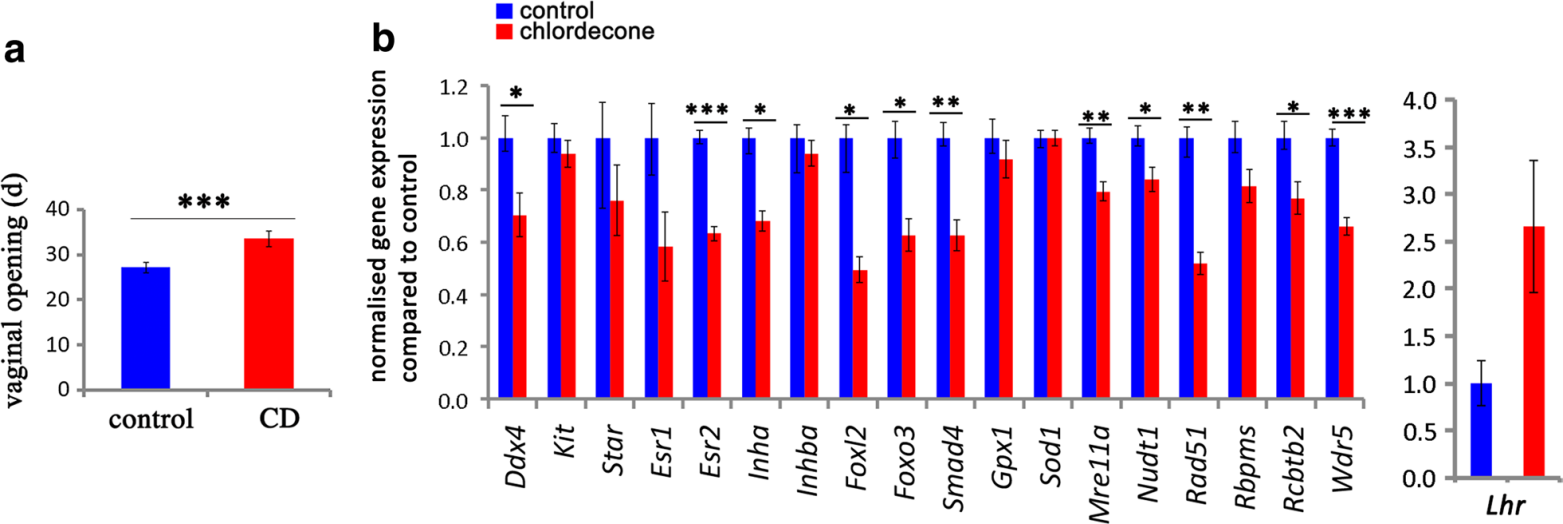
Gestational exposure to CD delays puberty and changes the gene expression. **a** Age of mice (days) at the time of vaginal opening (*n* = 15 for control, *n* = 20 for treatment, ***p < 0.001, *t* test). **b** Gene expression was analyzed by RT-qPCR using RNA from ovaries at the first estrus. The expression of genes was normalized to expression of housekeeping *Rpl37a* gene, *p < 0.05, **p < 0.01, ***p < 0.001, *t* test

To explore the molecular mechanisms involved in delayed puberty, we performed RT-qPCR gene expression analysis in the ovaries dissected at first estrus. For the analysis, we selected several candidate genes, including germ cell markers (*Ddx4, Kit*), genes controlling the estrogen signaling pathway (*Star, Esr1, Esr2, Inha, Inhba)* and the genes involved in transcriptional regulation of ovarian development (*Foxl2, Foxo3, Smad4).* Because many toxic substances cause oxidative stress, we verified the expression of the genes that are involved in oxidative stress response (*Gpx1, Sod1* and *Nudt1)*. We also analyzed the expression of genes that encode for DNA repair proteins (*Mre11a, Rad51, Rcbtb2)* and the enzymes that introduce histone H3 methylation (*Wdr5*). We found a decrease in the expression of most of these genes (Fig. 6b). For example, *Esr2, Inha, Foxl2* and *Foxo3* were downregulated in the treated ovaries (Fig. 6b). Reanalysis of gene expression in the ovaries of three-month-old animals (Additional file 1: Fig. S4) showed a dramatic decrease in the expression of *Inhba* (10 times), which was associated with a strong decrease in *Esr2* (3 times) compared to the control.

Our data suggest that gestational exposure to CD leads to delayed puberty, which is associated with modified expression of genes implicated in the estrogenic signaling pathway, oxidative stress, DNA repair and histone modification.

### CD exposure affects the ovarian cell population

To determine whether gestational exposure to CD affects the follicular population, we analyzed the histological sections of the three-month-old ovaries (Fig. 7a, b) and counted the follicle types as described in Methods section. Analysis of the follicle counts showed that there was a statistically significant decrease in the primordial follicles (926 ± 167 control, 716 ± 150 treatment, *p < 0.05, *t* test) but an increase in atretic follicles (23 ± 5 control, 49 ± 8 treatment, *p < 0.05, *t* test) (Fig. 7c) in treated group compared to control. The decrease in primordial follicles suggests that ovarian pool in treated ovaries has diminished. Since the level of anti-Mullerian hormone (AMH) is a prognostic marker of ovarian reserve [35], we analyzed the level of AMH by immunostaining ovarian sections (Additional file 1: Fig. S5A); the quantitative analysis showed a decrease in AMH in treated samples by nearly 30% (Additional file 1: Fig. S5B). In addition to this, we found that the weight of treated ovaries has decreased by nearly 25% compared to control (Additional file 1: Fig. S6).

**Fig. 7:**
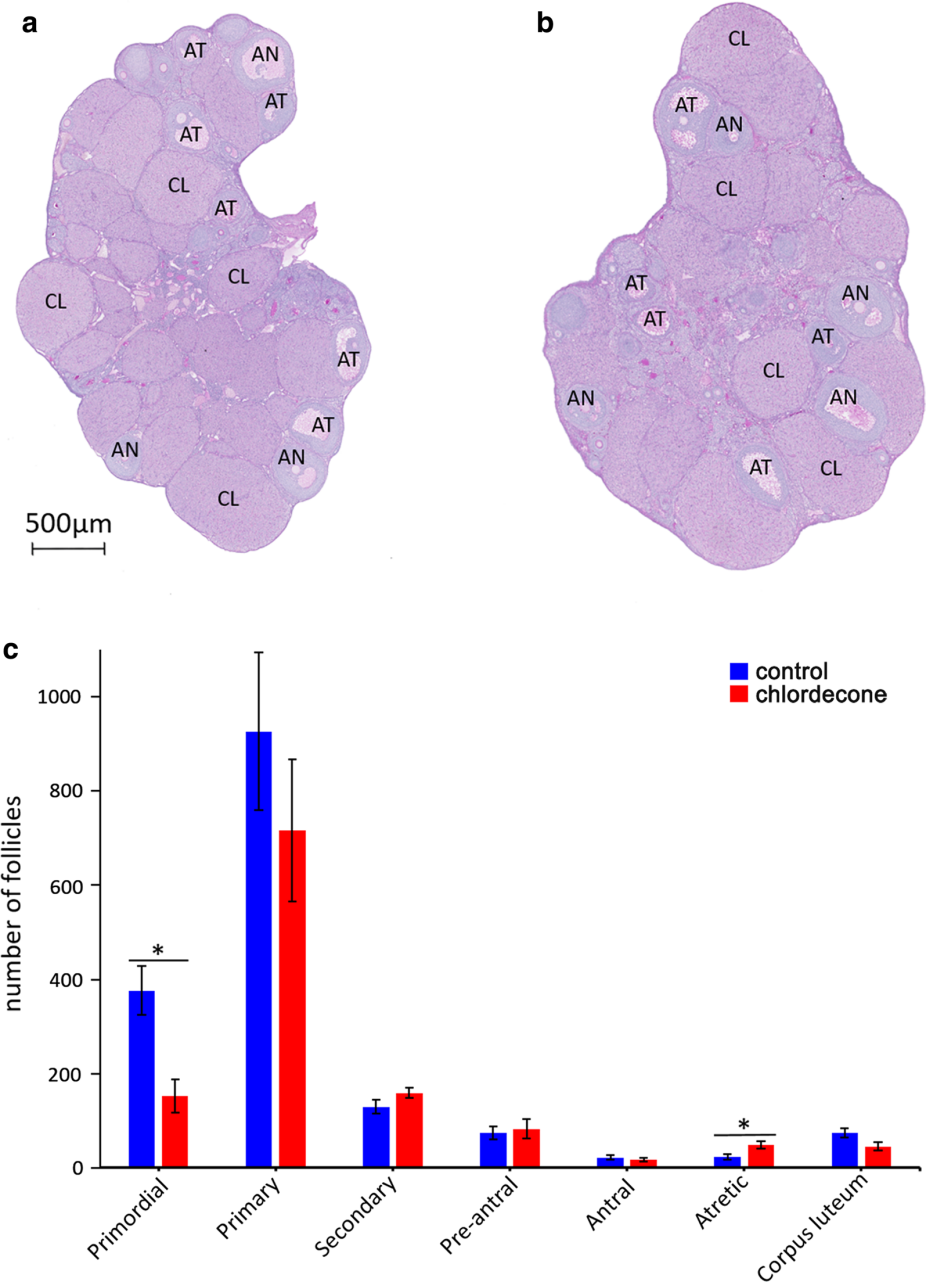
The morphological changes in ovaries promoted by CD. The representative images of ovaries in control (**a**) and treated (**b**) samples (NanoZoomer; 5X magnification). In control ovaries, most of late follicles are healthy; in contrast, in treated ovaries many atretic follicles are present. **c** The quantitative analysis of follicle numbers. The follicles were counted manually using NDP.view2 software by two independent researchers and were categorized according to the classification defined in Methods sections. We counted follicles in 4 biological replicates for control and treated group. The total numbers were compared, *n* = 4 for each group, *p < 0.05, *t* test, AT, atretic follicles, AN, normal antral follicles, CL, *corpus luteum*

In summary, our data demonstrate that exposure to CD leads to a decrease in primordial ovarian follicle population and an increase in atretic follicles, suggesting that CD affects the constitution of ovarian follicle pool and folliculogenesis.

### Gestational exposure to CD reduces H3K4me3 and H4ac marks in adult oocytes

To reveal the effects of CD on epigenetic modifications in adult mice, we performed immunostaining of paraffin sections of ovaries from three-month-old animals. We chose to analyze histone H3K4me3 marks that are normally enriched at open chromatin regions including actively transcribed genes [36, 37]. These marks appear as bright nuclear staining around the chromosomes. The marks were detected in granulosa and theca cells; they were practically absent in the oocytes of the early type of follicles, except for late antral follicles at fully grown oocytes, where the staining appeared at the periphery of the nucleus (Fig. 8a). The quantitative analysis of immunofluorescence showed a decrease in H3K4me3 marks in fully grown oocytes 2.0 times (Fig. 8b) but not in surrounding granulosa cells (Fig. 8b) of treated ovaries.

**Fig. 8:**
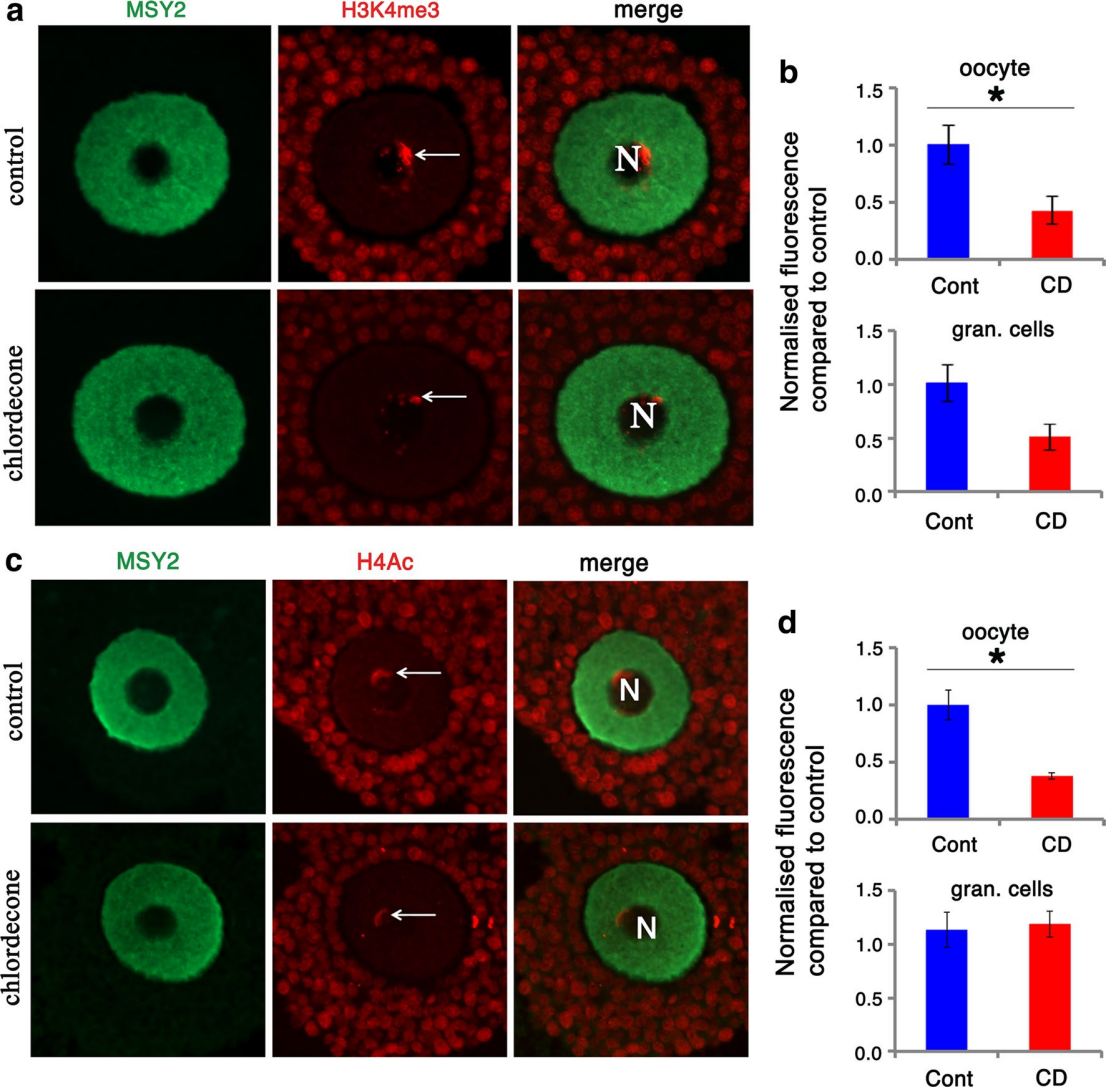
The decrease in histone H3K4me3 and H4 acetylation levels in adult ovaries following gestational CD exposure. Exposure to CD affects histone H3K4me3 and H4Ac levels in adult ovaries. **a** Representative images of control (top) or treated oocyte (bottom) immunostained by MSY2 (oocyte marker, green) or H3K4me3 (red) (40X magnification). **b** Quantitative analysis of H3K4me3 in oocytes and the surrounding granulosa cells, *n* = 4 for each group, *p < 0.05, **p < 0.01, *t* test. **c** Representative images of antral follicles immunostained for acetylated histone 4 (red). Note that in control samples homogenous nuclear staining is observed, while in treated samples clusters of bright dots are visible. **d** Quantitative analysis of H4 acetylation in granulosa cells and oocytes of control and CD-treated samples, *n* = 4 for each group, *p < 0.05, *t* test

H4 acetylation is important for DNA repair [38]. To determine whether CD exposure had any impact on H4 acetylation, we immunostained ovarian sections using an antibody against hyperacetylated histone H4 (Fig. 8c), and the signal was detectable only in fully grown oocytes. We performed analysis of this mark only in fully growing oocytes and in surrounding granulosa cells. The quantitative analysis of immunofluorescence showed 2.6 times decrease in H4 acetylation in treated oocytes compared to control with no change in surrounding granulosa cells (Fig. 8d).

The non-canonical histone H2AX is phosphorylated at serine-139 position (γH2AX) when DSBs are formed; thus, the presence of γH2AX reflects the presence of DSBs. To reveal whether CD induces DSBs in adult ovaries, we coimmunostained ovarian sections using antibodies against γH2AX and MSY2 (a marker of oocytes). In treated ovaries, γH2AX staining appeared as clusters in granulosa cells of late follicles, suggesting that the follicles have some DNA damage that is not repaired. No clusters of γH2AX were detected in control samples, which indicate that observed effects are specific to CD exposure (Fig. 9a). The quantitative analysis of γH2AX-positive follicles (which have more than 5 γH2AX-positive cells) revealed that in treated oocytes, on average, 13.8 follicles per section have DNA-damaging marks (Fig. 9b).

**Fig. 9:**
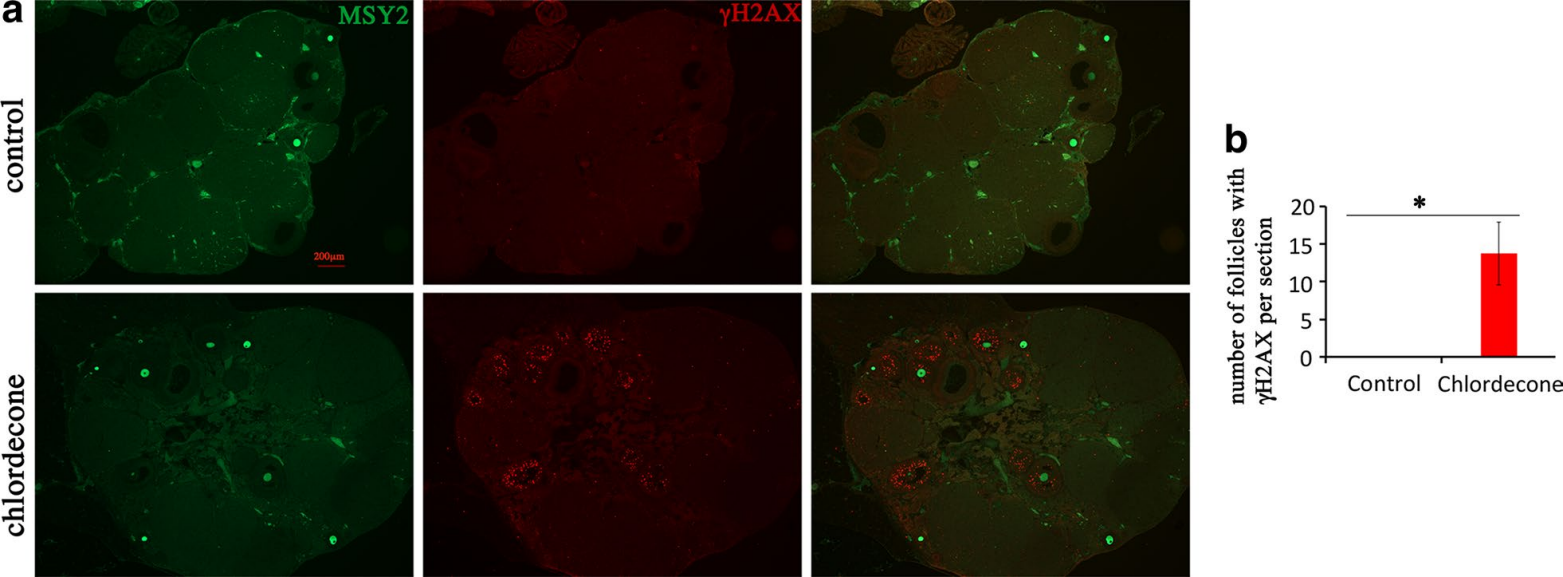
Gestational CD exposure leads to an increase in γH2AX in adult ovaries. **a** Representative images of γH2AX (red) or MSY2 (green) (5X magnification). Note that in control samples γH2AX staining is absent; in treated samples, γH2AX staining appears as dots mainly in late (preantral and antral) follicles. **b** Quantitative analyses of γH2AX staining, *n* = 4 for each group, *p < 0.05, *t* test

To sum up, our analysis reveals that gestational exposure to CD associates with the decreased level of histone H3 trimethylation and H4 acetylation in fully grown oocytes.

### The genome-wide analysis of H3K4me3 revealed changes in genes important for regulating imprinting and pluripotency

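H3K4me3, the trimethylation of lysine 4 on histone H3, marks the start sites of active genes. Chromatin carrying this mark was collected with an antibody from adult ovaries of mice whose mothers had received chlordecone (CD), an organochlorine insecticide, by gavage at 100 µg/kg/day from embryonic day 6.5 to 15.5, and from ovaries of control mice. There were 2 CD and 2 control samples, and each pooled 2 ovaries from different animals, so that 8 ovaries entered the comparison. The bound DNA was sequenced in 50-bp single-end reads. The paper reports about 77600000 tags for all ChIP libraries together and gives no depth per sample, which is therefore unknown here. The authors mapped the reads to mm10 with Bowtie 1.0.0 using a seed length of 40, called peaks with MACS 2.1.1 on the replicates and their input, using a shift size of 73 bp and a p threshold of 1e-05, and tested the peaks between groups with limma. The paper's text does not say how reads that match several places in the genome were treated. The authors' deposited table lists 151 differential peaks, each with its position and a signed fold change (FC) between CD and control, and it holds no value per sample, no p-value and no unchanged peak. All fold changes given for these peaks are the authors' values, and no spread between replicates can be computed from them. From there, the peaks were joined into loci when at most 10 kb apart and placed on the GENCODE M21 annotation of mm10. Their sequences were compared with the whole genome, because a 50-bp read from a sequence with several copies cannot be placed with certainty.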

To reveal the regions that have altered epigenetic marks, we performed chromatin immunoprecipitation against the H3K4me3 antibody followed by high-throughput sequencing using Illumina technology (ChIP-seq, details in Methods section). 

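The differential peaks of the authors' deposited table have the same start and end as 151 of the 151 peaks of Table S1, and 149 of their FC values equal those of Table S1 within rounding, while Table S1 gives the other 2 in words. The table lists 135 peaks as higher in CD and 16 as lower, so that 89.4% were higher (95% Wilson interval 83.5% to 93.4%, which covers counting error only). The median fold was 1.82 among the higher peaks, of which 87 lay between 1.5 and 2, and 2.30 among the lower peaks. Restricting the list to an absolute FC of at least 2 moved these numbers most and left 59 peaks, 48 higher and 11 lower (81.4% higher). Because several peaks lie side by side, they form 121 loci, of which 103 hold a lone peak and 18 hold the other 48 peaks. Counted by the median log2 FC of each locus, 107 were higher and 14 lower in CD, and 1 of the 107, at Dynlt1a, holds peaks in both directions. The peaks are short, with a median width of 133 bp and a range from 72 to 2470 bp. A start site of a protein-coding gene lay within 1 kb of 48 peaks (31.8%), against a median of 5 peaks in 10000 random placements of windows of the same widths on the same chromosomes (one-sided permutation test, p = 0.0001, the smallest these placements can give). Any set of H3K4me3 peaks would exceed random placements in this way, and unchanged peaks were not analysed here, so this comparison describes the mark and does not set the differential peaks apart from other H3K4me3 peaks. Chromosome 17 held 32 peaks in 24 loci, or 19.8% of all loci, against 4.81% of protein-coding start sites (two-sided exact binomial test, p = 3.36e-09). It is the chromosome with the most peaks, and the p-value is not corrected for the choice of chromosome. Neighbouring peaks within 10 kb changed in the same direction in 28 of 29 pairs, but the median difference of their log2 FC, 0.23, was not separated from the 0.42 of permuted values (two-sided permutation test, p = 0.171).

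**Figure D1:**
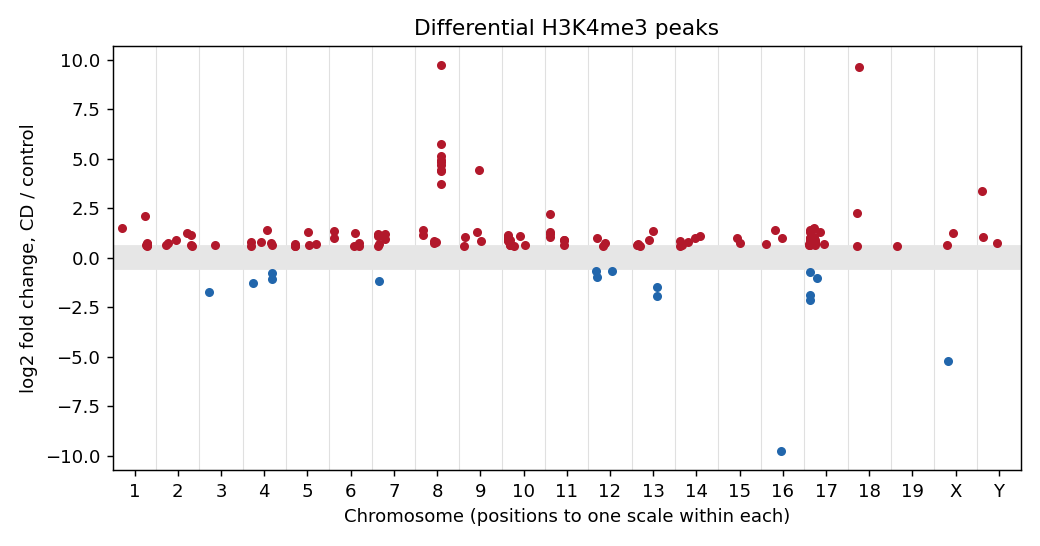
log2 fold change of each of the 151 differential H3K4me3 peaks in the authors' deposited table (vertical axis, CD over control) by chromosome and position (horizontal axis). Each point is a peak, red where higher in CD (135 peaks) and blue where lower (16 peaks), and the grey band holds no peaks because the authors required an FC above 1.5.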

The analysis of sequencing reads revealed that 151 H3K4me3 peaks were differential between control and treated groups (FC > 1.5, FDR < 0.1) (Additional file 1: Table S1). For example, H3K4me3 in *Glo1* gene that is overexpressed in many cancers [39–42] has increased (Fig. 10a), whereas in *Dynlt1a* has both decreased and increased occupancies (Fig. 10b) in treated ovary. 

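The Glo1 peak lies on chromosome 17 of mm10 from 30611268 to 30613120, is 1853 bp wide, covers untranslated and coding sequence of Glo1, and contains the start of several Glo1 transcripts. The outermost annotated start of Glo1, which is read from the minus strand, lies outside the peak at 30626871. Its FC in the authors' deposited table is 2.05. Of its 50-mers, 2.05% occur elsewhere in the reference genome, so nearly all reads from it can be placed. This share cannot show extra copies that an animal carries and the reference lacks, so a copy number difference stays open. The 3 other differential peaks of the same stretch, which spans 327 kb, were also higher in CD. They lie at the start of Btbd9 (30575059 to 30577498, FC 1.98), in an exon of Dnah8 (30635542 to 30636023, FC 1.95) and at the start of Glp1r (30901212 to 30902232, FC 2.81). Dynlt1a, which encodes a dynein light chain, holds 2 peaks in an intron. The peak from 6316020 to 6316102 on chromosome 17 was higher in CD by 2.49-fold in the deposited table and lies 1316 bp from the nearest Dynlt1a start site. The peak from 6316756 to 6317094 was lower by 1.62-fold and lies 324 bp from that start site. Both have near-identical copies on the same chromosome, with 99.5% identity for the first and 98.1% for the other over the peak and 250 bp on each side, and 11.8% and 44.8% of their 50-mers occur elsewhere in the genome.

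**Figure D2:**
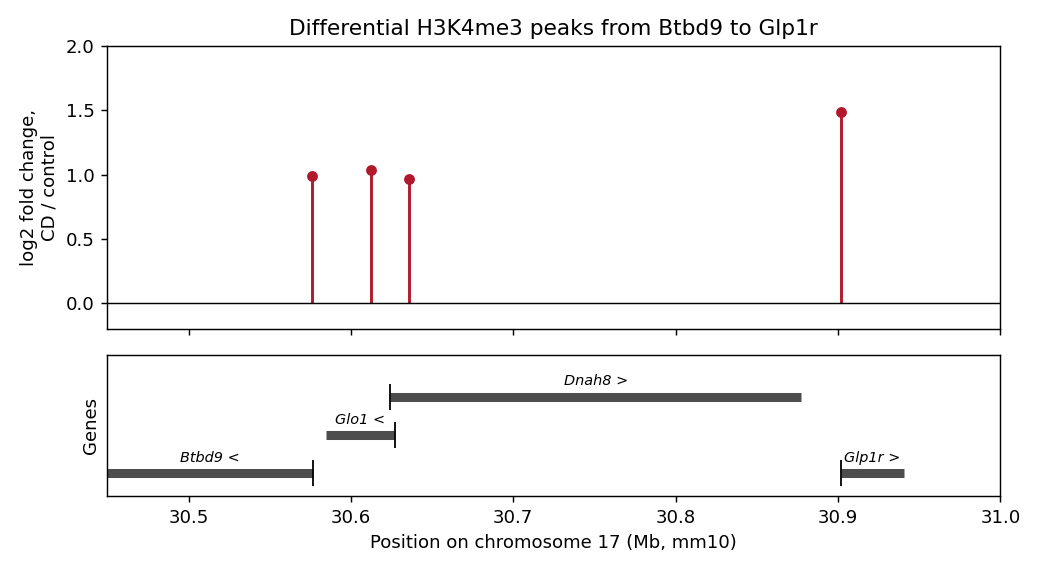
Upper panel, log2 fold change (CD over control, the authors' values) of the 4 differential peaks from Btbd9 to Glp1r at their positions on chromosome 17 in Mb. Lower panel, the extent of the annotated genes with a tick at the outermost start site and an arrowhead for the strand; all 4 peaks are higher in CD.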

Next, we used ChEA (ChIP Enrichment analysis) to compare our identified differential regions with published datasets [43]. The ChEA analysis revealed that targets of ZFP57 and TRIM28 were significantly enriched in differential peaks. For instance, ZFP57, a gene essential for the regulation of allele-specific expression of imprinting genes, has 19 targets (*p* value = 1.68e−05, adj. *p* value = 5.88e−03) (Fig. 10c and Additional file 1: Table S2). Among them, there were genes important for signaling (*Pik3c3*), genes playing a role in breast (*Nav3*) [44] and ovarian cancers (*Epcam*) [45]. 

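Table S2 names 19 genes for 21 peaks, and 21 of these peaks are in the authors' deposited table. Of the 21, 20 were higher in CD, with a median fold of 1.67, and 1 was lower, the Dynlt1a peak from 6316756 to 6317094. An FC of at least 2 in either direction was listed for 6 of them. The annotation of mm10 used here holds 18 of the 19 genes. Measured to the nearest start site of the named gene, 4 genes had a peak assigned to them in Table S2 within 1 kb and 7 within 10 kb, while for 11 genes the nearest assigned peak lay farther away, and the median distance over the 18 genes was 23508 bp. A near-identical copy elsewhere in the genome, of at least 90% identity, was found for 10 of the 21 peaks. The ChEA gene sets behind the enrichment were not used here, so its p-value was not recomputed.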

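Pik3c3, the catalytic subunit of a phosphatidylinositol kinase, has 2 peaks on chromosome 18, from 30269221 to 30269303 and from 30269426 to 30269501. They lie upstream of the gene, in an intron of a long non-coding RNA, at 3444 and 3246 bp from the nearest Pik3c3 start site. Their folds in the authors' deposited table are 1.51 and 4.77, both higher in CD. The sequence around them is highly repeated, with 69.0% and 79.9% of the 50-mers in the 500 bp on each side found elsewhere in the genome. The Nav3 peak, on chromosome 10 from 109921161 to 109921558, had an FC of 1.60 in the deposited table and lies in an intron, 78661 bp from the nearest start site of a Nav3 protein-coding transcript. The Epcam peak, on chromosome 17 from 87609392 to 87610082, had an FC of 1.64 and is intergenic, 25897 bp upstream of the gene. No 50-mer of the Nav3 and Epcam peaks occurs elsewhere in the genome.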

TRIM28 has 28 targets including *Samd9* *l* and *Chd9* genes (Fig. 10c and Additional file 1: Table S3). For instance, *Dynlt1a* is a target of both ZFP57 and TRIM28 and it has differential H3K4me3 peak in its promoter (Fig. 10b).

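Table S3 assigns 38 peaks to 28 genes, and 38 of these peaks are in the authors' deposited table, 36 higher and 2 lower in CD. The median fold of the higher peaks was 1.79. Of the 27 genes found in the annotation, 14 had a peak assigned to them in that table within 1 kb of a start site of their own, and for 11 the nearest assigned peak lay more than 10 kb away. Among these 11 is Dynlt1c, at whose start site lie other differential peaks, which Table S3 assigns to Tmem181c-ps. Near-identical copies of at least 90% identity were found for 26 of the 38 peaks, with partial copies again not counted. The Samd9l peak of that table, on chromosome 6 from 3396825 to 3397048, lies in an intron of Samd9l, 2524 bp from a start site, and had an FC of 1.98. Another peak assigned to Samd9l in Table S1, from 3341103 to 3341346, had an FC of 2.54 but lies 43660 bp from its nearest start site. The Chd9 peak, on chromosome 8 from 90887158 to 90887272, lies in an intron of Chd9, 21342 bp from a start site of that gene, and had an FC of 1.75. Its surroundings have 13 near-identical copies in the genome, the closest with 99.8% identity on chromosome 4.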

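Tables S2 and S3 share 7 genes and 8 peaks, and the peaks of both tables together number 51 of the 151 in the authors' deposited table. Both Dynlt1a peaks are among the shared peaks. The lower peak is the nearer to the promoter, and its closest copy, on chromosome 17 from 6654902 to 6655744, covers peaks at Dynlt1f that are listed as higher in CD.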

**Fig. 10:**
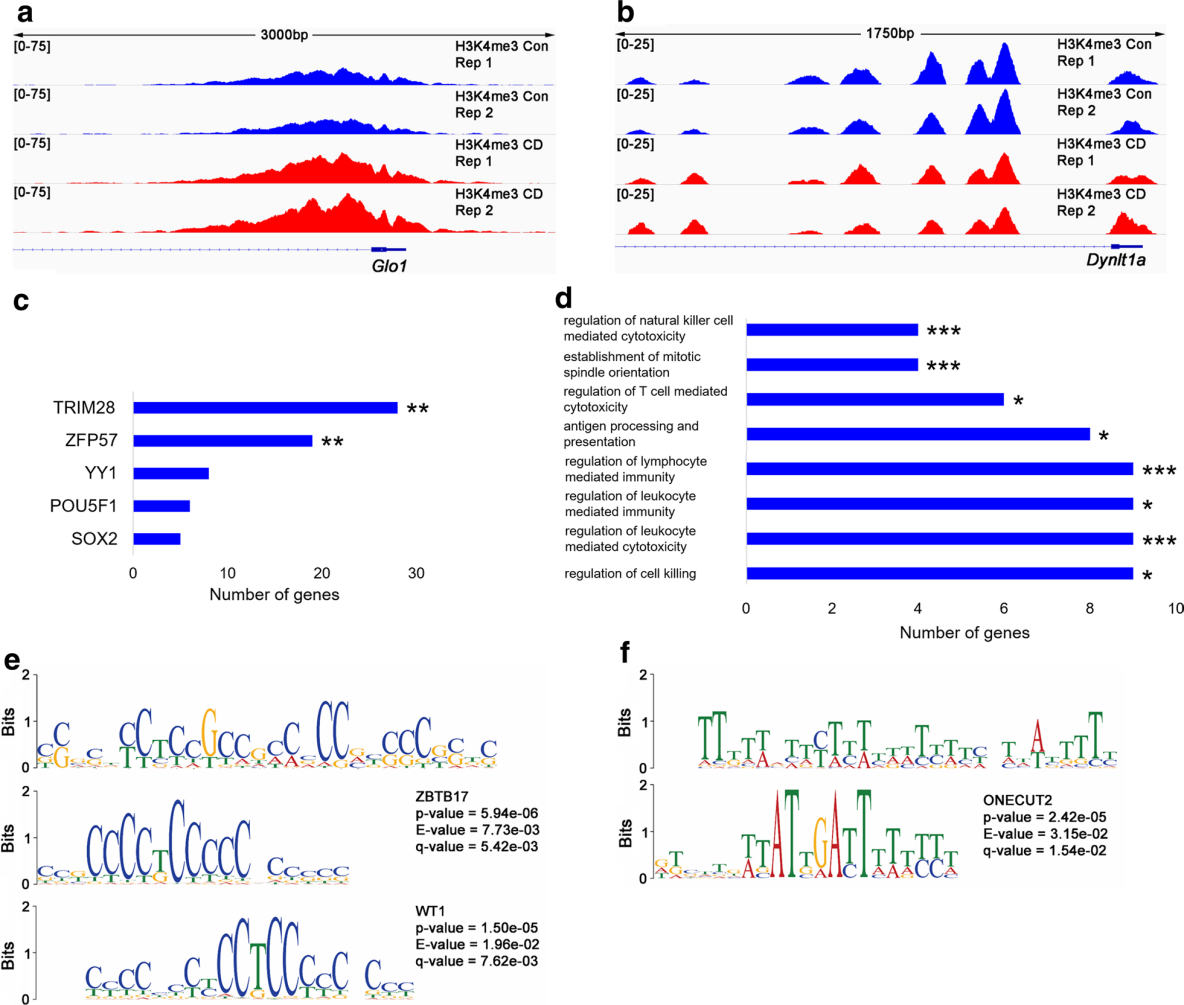
ChIP-Seq analysis of histone H3K4me3 in ovaries following CD treatment. Differential H3K4me3 peaks in the *Glo1* (**a**) and *Dynlt1a* (**b**) genes. **c** Enrichment in GO terms located within the differential peaks identified by ChEA. Terms are sorted based on adjusted *p* values indicated at the end of each bar. **d** The gene ontology (GO) terms are sorted based on *p* value, calculated by GREAT; *p* values are indicated against the GO terms in the table, Fisher’s exact test. **e** First motif identified by MEME-CHIP. WT1 and ZBTB17 binding sites are shown below the 28-mer motif. **f** Second motif identified by MEME-CHIP. ONECUT2 binding site is shown below the 29-mer motif

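Genes were assigned to the peaks of the authors' deposited table with a rule like the default of GREAT, which gives each protein-coding gene a basal domain from 5 kb upstream to 1 kb downstream of its start site, extended by up to 1000 kb to the neighbouring domains. This gave 183 genes, of which 134 are also named in Table S1. The rule assigned 2 genes to 100 peaks, 1 gene to 50 peaks and none to 1 peak. The choice of rule changed the number most where only genes whose outermost start site lies within 5 kb of a peak were counted, which left 54 genes at 58 peaks. Taking only the nearest gene within 1000 kb gave 116 genes.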

We also assigned regions to the genes located within differential H3K4me3 peaks using GREAT and identified 185 genes that are located near the altered H3K4me3 peaks. Our analysis revealed that genes associated with mitotic spindle orientation (*Dynlt1a, Dynlt1b)* were most enriched in differential peaks (Fig. 10d).

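From Tmem181a to Dynlt1f, a stretch of 385 kb on chromosome 17 holds 12 differential peaks, 9 higher and 3 lower in CD. Besides the Dynlt1a peaks, 3 peaks are assigned to Dynlt1b, a gene from 6430112 to 6436296. They lie beyond its 3′ end within a long non-coding RNA, Gm26848, 45947, 46242 and 62940 bp from its start site, and the authors' deposited table lists the peaks from 6476059 to 6476273 and from 6476354 to 6477115 as higher by 1.90-fold and 1.63-fold and the peak from 6493052 to 6493128 as lower by 3.72-fold. At Dynlt1f, 3 peaks between 6654914 and 6655789 lie 856, 340 and 111 bp from the start site, in an intron and in the coding sequence of an exon, with FC values of 2.02, 1.65 and 1.55. A further 3 peaks lie at the start of Dynlt1c, with FC values of 1.65, 1.99 and 1.91. The peak in Tmem181a from 6270515 to 6271091 was lower by 4.31-fold. Of the 12 peaks, 11 have a near-identical copy, with a best identity between 97.5% and 99.5%, and between 4.88% and 44.8% of the 50-mers of each of the 12 peaks occur elsewhere in the genome. From the genes that GREAT assigned to the 151 differential peaks, the paper concludes that those associated with mitotic spindle orientation were the most enriched.

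**Figure D3:**
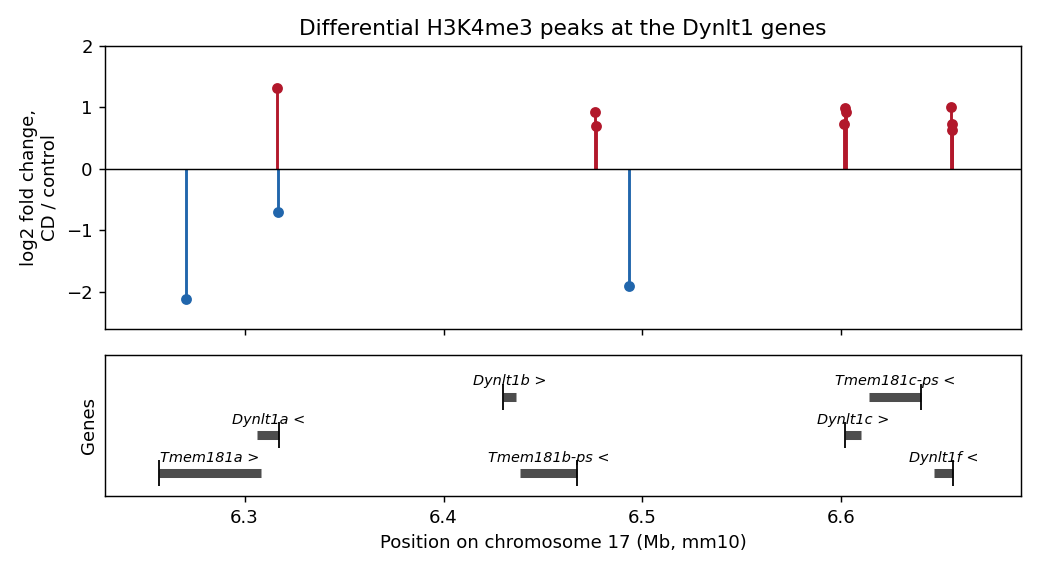
Upper panel, log2 fold change (CD over control, the authors' values) of the 12 differential peaks from Tmem181a to Dynlt1f at their positions on chromosome 17 in Mb, red where higher in CD (9 peaks) and blue where lower (3 peaks). Lower panel, the extent of the annotated genes with a tick at the outermost start site and an arrowhead for the strand; no peak overlaps Dynlt1b.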

To explore the role for transcriptional regulation in altering epigenetic modifications in the CD-exposed ovaries, we analyzed the altered H3K4me3 peaks for motif enrichment using MEME-ChIP as described in Methods section. 

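MEME-ChIP searches the central 100 bp of each sequence by default. In the peaks of the authors' deposited table, these windows had a median GC content of 53.0%, with quartiles of 46.0% and 61.0%. Windows placed at random on the same chromosomes had a median of 42.0% (two-sided permutation test with 10000 placements, p = 0.0001, the smallest these can give), and windows at protein-coding start sites had 59.0% (p = 0.0003 from the same test), so the peaks were richer in GC than random sequence and poorer than start sites. Peaks within 1 kb of a start site had a median of 58.0% and the others 53.0%.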

We identified two significantly enriched motifs in altered H3K4me3 peaks; the part of the first motif is significantly similar to ZBTB17 and WT1 binding sites (*p* value = 5.94e−06 and 1.50e−05 and *q* value = 5.42e−03 and 7.62e−03, respectively) (Fig. 10e). For example, differential peak in *Cop1* gene has ZBTB17 binding site (Additional file 1: Fig. S7). 

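The Cop1 peak lies on chromosome 1 of mm10 from 159232520 to 159232631, in a coding exon of Cop1, 17 bp from the nearest start site of a protein-coding transcript, and was higher in CD by 4.38-fold in the authors' deposited table. Its 112 bp have a GC content of 81.2% and read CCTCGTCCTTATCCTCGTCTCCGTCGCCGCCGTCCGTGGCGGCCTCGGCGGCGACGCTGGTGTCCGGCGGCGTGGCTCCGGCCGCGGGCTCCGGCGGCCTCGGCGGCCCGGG. The boxed 28-mer of Fig. S7, CCTCGTCTCCGTCGCCGCCGTCCGTGGC, spans 159232532 to 159232559, and the highlighted ZBTB17 site, CGTCTCCGTCGCCGCCGTC, spans 159232535 to 159232553. The 28-mer is the sequence of the Cop1 peak itself. The motif with its variation was not searched, so the number of peaks that hold it is not known from this. An exact match of the 28-mer was found in 1 of the 151 peaks and at 2 places in the genome, the other being on chromosome X from 103165286. That place lies in Gm6206, a processed pseudogene that matches the Cop1 peak and its surroundings with 99.8% identity, and 20.6% of the 50-mers of the peak occur elsewhere in the genome.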

In the second identified motif, part of the sequence is similar to ONECUT2 binding site (*p* value = 2.42e−05, *q* value = 1.54e−02) (Fig. 10f).

In summary, our data suggest that changes in limited regions in the mouse genome, such as genes associated with mitotic division function, could contribute to observed phenotype, such as abnormal mitosis of granulosa cells, which could lead to atresia of ovarian follicles.

## Discussion

### The embryonic effects of CD exposure

In this study, we examined the effects of CD on ovarian function. Given the potential of CD to cause transgenerational effects and the fact that humans remain exposed to CD despite discontinued use, understanding the mechanisms of CD actions on female germline is of great importance. In this study, we used a low dose of CD (100 ug/kg/day), which was previously considered to be safe [46]. This dose was used in our previous study, and we showed that it leads to transgenerational effects in males [2]. So, we asked the question whether this dose could promote changes in female reproductive system. Following exposure to CD, we analyzed the ovaries of mice at several developmental time points: at prophase I of meiosis (embryonic day 15 and 17), at first estrus (day 27 ± 1, in control) and at the age of three and five months. We found that CD causes oxidative stress in ovaries, which is manifested as increased production of 8-oxo-G in the nuclei of oocytes. It has been established that exposure to chemicals leads to the formation of excess reactive oxygen species (ROS) via several mechanisms, including the mitochondrial respiration and the detoxification pathways (reviewed in [47]). Guanine nucleotide is particularly vulnerable to oxidation and could lead to the formation of 8-oxo-derivative [47]. The increase in the expression of *Nudt1* mRNA confirms that cells have responded to increased production of 8-oxo-G so that they could be eliminated. We believe that formation of 8-oxo-G affected meiosis because it could delay meiotic DNA repair. The higher number of DMC1 foci at 15.5 that persists until E17.5 in CD-treated oocytes could be explained by the complexity of the regulation of meiotic DSB repair. It has been found that RPA regulates the loading of DMC1 on DNA [48]. RPA-mutant mice do not form DMC1 foci in spite of the presence of DMC1 protein in the cells [48], suggesting that recombinase activity of DMC1 is regulated by protein factors. Up to date, many accessory proteins were found to cooperate with DMC1 to facilitate the homologous search and strand exchange activity, and among them are HOP2, MND1, SWI5, SFR1 and MEIOB (reviewed in [49]).

On the other hand, increased DSBs that we observed in the treated samples could also be the result of inefficient DSBs repair due to decreased levels of cellular ATP that arise from elevated oxidative stress. Most DNA repair proteins are ATP-dependent. Moreover, chromosome mobility that is essential for repair of DSBs [50, 51] as well as homologous search [52] are both ATP-dependent processes. However, another reason for the DSBs increase could be related to estrogenic properties of CD; it has been shown that estrogens are capable of inducing DSBs at gene promoters [53]. The dramatic increase in H2Aub in *zygotene* stage (where DSBs started to repair) of CD-exposed ovaries suggests that some breaks are induced via DNA damage and they are persistent. We found that changes in histone H2Aub correlate with an increase in H3K27me3. This could be due to the functional link between enzymes, which introduce these two marks [28, 29]. The increase in mRNA expression of histone methyltransferase EZH2, a catalytic unit of the polycomb repressive complex 2 (PRC2) that introduces H3K27me3 modification, is in consistence with the global increase in H3K27me3 in meiotic and somatic cells.

We also found a dramatic decrease in the expression of genes such as *Rcbtb2* and *Rbpms* in embryonic ovaries. *Rcbtb2* is essential for the formation of primary cilia in mammalian cells [33]. The presence of primary cilia has been documented in granulosa cells, antral follicles and ovarian surface epithelium [54, 55]. The major function of primary cilia is to sense a variety of external stimuli; several developmentally important signaling pathways are active in primary cilia. The absence or defects in the formation of primary cilia has been observed in epithelial ovarian cancer [55] that comprises the vast majority of the human ovarian cancers [56]. Therefore, the absence of *Rcbtb2* mRNA expression in the embryonic ovaries of CD-treated mice could have deleterious effects on ovarian signaling pathways. Among the downregulated genes, *Rbpms* has a broad expression pattern in adult ovaries [57] and is an important regulator of oocyte development [58]. Studies using Zebrafish have shown that *Rbpms* mutants fail to undergo oogenesis during sexual differentiation [58]. In humans, moderate-to-negligible protein expression of RBPMS has been observed in serous papillary ovarian cancer tissues when compared to control ovaries [59]. Moreover, proliferation and invasion of ovarian cancer cells could be impeded by inhibiting microRNA-21-associated target genes that included RBPMS, RCBT1 and ZNF608 [59]. Therefore, CD-induced decreased expression of the genes essential for ovarian functions could have detrimental effects on ovarian development.

### The effects of CD on follicle population

We found several changes in the ovaries of adult mice that had undergone in utero CD exposure. The delay in puberty and perturbed gene expression suggest that CD exposure affects signaling pathways in the ovary. Specifically, we observed a dramatic reduction in the expression of *Esr2, Inhba, Inha* and *Smad4* in the ovaries of three-month-old animals that reflect an abnormal granulosa cell state. The *Inhba, Inha* and *Smad4* genes implicated in signaling (TGF-beta) pathway play an essential role for granulosa cell growth and differentiation as well as ovarian steroidogenesis [60]. *Inha* knockout mice exhibited numerous multilayered follicles, and they are in an advanced stage compared to controls [61]. Activin B is a regulator of estrogens in the mouse ovary [62]. Decreased *Esr2* expression observed in our study could be due to reduced activin B levels. On the other hand, changes in *Esr2* are associated with changes in *Foxl2* expression. It has been shown that FOXL2 is required for efficient gene regulation by steroid receptors in follicular cells, with ESR2 being the main vector of estradiol signaling [63]. The dramatic decrease in *Esr2* in three-month-old ovaries and delayed puberty suggests that CD causes changes in the female reproductive system, and it seems to occur via estrogenic signaling pathways. In summary, profound changes in gene expression suggest underlying defects in granulosa cell development and function, which could explain ovarian pathology (e.g., the presence of a large number of atretic follicles and the decrease in primordial follicles).

### Epigenetic effects in adult ovary

We found a decrease in H3K4me3 staining in fully grown oocytes. As discussed in Introduction, growing oocytes gain broad domains of H3K4me3 during maturation, and these domains are essential for the normal development of the organism. These regions are also candidates for transgenerational inheritance because some of the broad domains are preserved in embryos suggesting their importance in development. Therefore, changes in the epigenetic state could perturb the future organism. However, the exact mechanism through which this occurs is yet to be identified. We found that expression of *Wdr5* has decreased. WDR5 is a part of the MLL2 histone methyltransferase complex and it gets recruited to the promoters of ESR1 target genes upon estrogen stimulation [64]. The exact role of WDR5 in the ovary is not investigated. However, an abundance of *WDR5* transcript was observed in porcine oocytes at the germinal vesicle stage, followed by a stage-specific expression pattern in early embryos [65]. Knockdown of *WDR5* using siRNA had an impact on the expression of several pluripotent genes along with DNA repair defects in blastocysts, indicating that *WDR5* is possibly a maternal-effect gene that is crucial for early development [65–67]. Therefore, it is conceivable that decreased expression of *Wdr5* caused by a reduction in ERs contributed to the global decrease in H3K4me3 levels and could possibly have an effect on development.

We found that altered H3K4me3 marks are enriched in gene targets of ZFP57 and TRIM28 (also known as KAP1). ZFP57 and TRIM28 are both required for maintaining the repressive DNA methylation and H3-lysine-9-trimethylation (H3K9me3) at imprint control regions (ICRs) [68, 69]. TRIM28 is involved in heterochromatin formation during the process of reprogramming of mouse somatic cells into induced pluripotent stem cells, suggesting its role in reprogramming [70]. In our previous study on transgenerational inheritance in males exposed to CD, we found that altered H3K4me3 regions were also enriched in ZFP57 and TRIM28 targets and the changes were detected up to third generations [2]. It is likely that the changes were triggered during somatic-to-germline transition, and it seems to be the mechanism of CD action on female lineage as well. Importantly, haploinsufficiency of *Samd9* *l* gene, another target of ZFP57, causes myeloid malignancies in mice mimicking human diseases with monosomy 7 [71]. *Chd9* is also a target of ZFP57, and it is highly expressed in oocytes where it plays an important role in the acquisition of a highly loosened chromatin structure [72]. We found epigenetic changes in genes important for mitotic function (e.g., *Dynlt1f*), which could be implicated in abnormal granulosa cell division. It is conceivable that decreased histone H3K4me3 intensity in oocyte nuclei could be affected by chromatin structure. Further work is required to confirm this.

### How embryonic effects of CD on ovary could affect oocyte maturation?

The decrease in primordial follicle pool suggests that some of these follicles were eliminated during the late prophase I. It was proposed that checkpoint activity (CHK2) gets triggered in oocytes that carry more than 10 DSBs in late prophase I, and their repair is inhibited by HORMAD1/2 by preventing intersister recombination [73]. In addition, low levels of H3K4me3 in embryonic oocytes and in adult growing oocytes suggest that the epigenetic state changes might have got altered in utero which sustained up to adulthood. We believe that a decrease in primordial follicles could be explained by prophase I meiotic defects; these oocytes could be eliminated and leads to lower primordial follicle population. The increase in atretic follicles could be explained by the fact that gestational exposure during SGT transition introduces epigenetic changes in important genes, which are implicated in cell division. Indeed, our ChIP-seq data showed that only limited regions have altered H3K4me3 marks, but these regions contain genes important for mitotic spindle orientation, chromatin structure, regulation of pluripotency and reprogramming. We believe that these changes occurred during early development and preserved at limited regions in the adults. We identified binding sites for important developmental genes such *Wt1, Zbtb17* and *Onecut2*. It is conceivable that exposure to CD affects these transcriptional factors and these factors, in turn, could change the transcription activities of their target genes.

In summary, exposure to a low dose of CD leads to meiosis defects and decreases the oocytes stockpile. Our results demonstrate that histone epigenetic marks could be one of the responsible factors for the effects of CD on adult ovaries.

## Methods

### Animal treatment

We used the same dose of CD as reported in our previous study [2]. The dose that we used is relatively a low dose (100 µkg/kg/day) and does not cause general toxic effects in mice. The exposure window was embryonic day E6.5 to E15.5, which corresponds to somatic-to-germline transition. Briefly, CD was suspended in olive oil and administered via oral gavage at a dose of 100 μg/kg/day in a volume of 150 μl for each mouse. The control mice were treated with the same volume of oil. Ovaries were analyzed at embryonic day E15 and E17.5, and at adult stage at first estrus (day 27 ± 1, in control) and in three- and five-month-old animals.

### Preparation and immunostaining of structurally preserved nuclei

Structurally preserved nuclei (SPN) for three-dimensional analysis were prepared by cutting fresh E15.5 ovarian tissues in DMEM medium (Life Technologies, GIBCO) with 0.5% protease inhibitor. The ovary suspensions were mixed with equal amounts of 3.7% (vol/vol) paraformaldehyde and 0.1 M sucrose and spread on glass slides; the slides were air-dried and kept at −80 °C. Slides were washed several times with PBS before use and 2 min with 0.1 M glycine in PBS to remove the traces of paraformaldehyde. Slides were permeabilized during 30 min in PBS/0.5% Triton at RT, washed with PBS and blocked for 30 min in solution containing 0.1% (v/v) donkey serum, 0.03% (w/v) BSA, and 0.005% (v/v) Triton X-100 in PBS. SPN were immunostained with mouse monoclonal 8-oxo-G (1:100, Merck Millipore, MAB3560) and rabbit polyclonal SYCP3 (1:100, Santa Cruz, SC-33195) antibodies at 37C for 1 h followed by several washes and incubation with fluorescent Alexa antibodies. Z-stacks were acquired with 500 nm step; 21 individual planes were taken for each individual channel, for DAPI (Blue, 350 nm), SYCP3 (Green, 488 nm) and 8-oxo-G (Red, 594 nm) using Zen Pro (version 2.3) program. All images for control and exposed samples were taken with fixed exposure time. Deconvolution was performed using the “Fast Iterative” algorithm provided by Zen Pro. The mean intensity images were generated for each z-stack, and the resulting images were analyzed in ImageJ v1.52n. We used the lasso tool for nucleus and cytoplasm contouring, and the integrated density immunofluorescence for each nucleus was calculated. The similar area with background was used, and the background was subtracted. We analyzed 4 independent biological replicates for control and treated groups, and at least 12 cells for each replicate at zygotene stage were analyzed. The data were plotted in excel and presented as corrected total cell fluorescence (CTCF) of normalized fluorescence for nucleus or cytoplasm compared to control ± SEM, *p < 0.05, **p < 0.01, *t* test.

### Meiotic chromosome spreads

The ovaries were dissected at E15.5 and E17.5 and kept in ice-cold PBS. The ovaries were placed in a drop of 100 mM sucrose (20 µl), disrupted carefully with tweezers and pipetted until a cell suspension was formed. The cells were transferred onto a glass slide with 100 µl of 1% paraformaldehyde containing 0.1% (v/v) Triton X-100 and were kept for 2–4 h in a humidified chamber at RT and then dried. The slides were washed 4 times for 1 min each in 0.4% (v/v) Kodak Photo-Flo solution, air-dried and kept at − 80 °C until use.

### Immunolabeling of ovarian spreads

The ovarian spreads were blocked with blocking buffer (0.1% (v/v) donkey serum, 0.03% (w/v) BSA, and 0.005% (v/v) Triton X-100 in PBS) for 20 min at 37 °C in a humidified chamber. The slides were incubated with a primary antibody diluted in blocking solution for 1 h at 37 °C in a humidified chamber, washed three times with 0.4% (v/v) Kodak Photo-Flo/PBS and incubated with a secondary fluorescent Alexa antibody diluted 1:500 for 20 min at RT. The slides were washed three times with 0.4% (v/v) Kodak Photo-Flo/PBS and mounted with Vectashield mounting media containing 5 µg/ml DAPI (Vector Laboratories, Burlingame, CA). The slides were analyzed with an epifluorescence Axio Imager M1 microscope (ZEISS, France), and the pictures were taken using a 63X or 100X objective with AxioVision Rel 4.7.1 (Zeiss, France). For DMC1 foci visualization, the slides containing E15.5 and E17.5 ovaries were incubated with primary rabbit anti-DMC1 (1:100, Santa Cruz, SC-22768) and mouse anti-SYPC3 (1:100, Santa Cruz, SC-33195) antibodies. DMC1 foci were counted manually using Photoshop, and the average number of foci per cell were compared between control and treated groups. For H2Aub visualization, the slides containing E15.5 ovaries were incubated with primary mouse anti-H2Aub (1:100, Merck Millipore, 05-678) and rabbit anti-SYPC3 (1:100, Santa Cruz, SC-33195) antibodies. For H3K27me3 visualization, the slides containing E15.5 ovaries were incubated with primary mouse anti-H3K27me3 (1:100, Abcam, ab6002) and rabbit anti-SYPC3 (1:100, Santa Cruz, SC-33195) antibodies. For H3K4me3 visualization, the slides containing E15.5 ovaries were incubated with primary rabbit anti-H3K4me3 (1:100, Millipore, 07-473) and rabbit anti-SYPC3 (1:100, Santa Cruz, SC-33195) antibodies, and for H4Ac visualization, the slides containing E15.5 ovaries were incubated with primary rabbit anti-H4penta (1:100, Millipore, 06-946) and mouse anti-SYPC3 (1:100, Santa Cruz, SC-74569) antibodies. We used minimum 4 biological replicates for control and treated groups derived from 4 different treated litters. We analyzed at least 20 cells for each biological replicate. We used ImageJ for quantitative analysis of immunofluorescence of histone marks. We measured the intensity of fluorescence by contouring the nuclei with lasso tool of ImageJ. The signals for histone marks, SYCP3, DAPI and background were measured. We calculated CTCF (corrected total cell fluorescence) as multiplication of mean value of fluorescence to cell area with background subtraction. The immunofluorescence signal was normalized to SYCP3 or DAPI signal and data presented as normalized fluorescence compared to control.

### Immunohistochemistry of sections

For immunostaining, the ovaries from control and CD-treated groups were fixed in 4% (w/v) PFA solution for 16 h, dehydrated and embedded in paraffin. The sections were deparaffinized and rehydrated, and the epitopes were unmasked in 0.01 M citrate buffer, pH 6 at 80 °C for 45 min. After washing in 1X PBS-0.05% Tween (PBS-T), the sections were incubated with rabbit anti-H3K4me3 (1:500, Merck Millipore, 07-473) and mouse anti-MSY2 (1:500, Santa Cruz, SC-3938440) antibody or rabbit polyclonal hyperacetylated histone 4 (1:500, Merck Millipore, 06-956) and mouse anti-MSY2, rabbit polyclonal anti-phosphorylated Histone H2AX (1:500, γH2AX, Trevigen, 4411-PC-100) or goat anti-AMH antibody (1:500, Santa Cruz, SC-6886). The sections with primary antibodies were incubated in PBS-T overnight at 4 °C in a humidified chamber. After washing in PBS-T, the sections were incubated with appropriate fluorescent secondary antibody (1:100) for 1 h in a humidified chamber at room temperature. The sections were counterstained with 0.001% (v/v) 4,6-diamidino-2-phenylindole dihydrochloride (DAPI) and mounted using Vectashield solution. The images were taken using an AxioImager microscope equipped with an AxioCam MRc5 camera and AxioVision software version 4.8.2 (Zeiss, Le Pecq, France) with a 5X or 40X objective lens. We analyzed intensity of IF only in antral follicles. For the analysis, we chose oocytes with visibly similar size nucleus. We analyzed minimum 4 follicles per replicate and quantitated signal intensity in oocyte and surrounding granulosa cells separately using ImageJ v1.52n. We subtracted background using the regions with no cells. The mean intensity for H3K4me3 or H4Ac signals was counted, normalized to oocyte marker MSY2 and presented as normalized mean fluorescence compared to control.

For γH2AX analysis, we analyzed sections with 5X magnification. We considered the follicle as impaired if the number of γH2AX-positive cells exceeded 5. We counted on average at least 4 sections for each biological replicate and presented the data as a number of “damaged” follicles per section.

### Quantification of germ cells and follicles

For the analysis of follicles, ovaries were fixed in Bouin solution, washed in PBS and 70% ethanol, dehydrated and embedded in paraffin. Five-micrometer sections of the entire ovaries were cut and every 5th section was placed on the slide. The sections were deparaffinized, rehydrated and stained with PAS hematoxylin. The follicles were quantified using the NDPview software. The follicles were counted when the nuclei of the oocytes were visible in the follicle. The follicles were classified as primordial when the oocyte was surrounded by a single layer of flattened granulosa cells; as primary, when at least one of the granulosa cells of the single layer became cuboidal; as secondary/preantral, when the number of granulosa cell layers exceeded one; and as antral, when the antrum cavity appeared. The follicles were classified as atretic when they contained at least 2 pyknotic granulosa cells. We analyzed on average 91 sections per control and 80 sections per CD-treated samples.

### RNA extraction and quantitative PCR

Total RNA was extracted using the RNeasy plus mini kit (Qiagen) according to the manufacturer’s instructions. For embryonic ovary analysis, RNA was extracted from pool of 4 embryonic ovaries. We used 5 biological replicates for control and 6 for treatment group analysis. For RNA analysis in first estrus mice, 8 individual ovaries from 4 different litters from each group were used. For RNA analysis in three-month-old mice, 6 individual ovaries from 6 litters of each group were used. Reverse transcription was performed with 1 µg of RNA using the iScript™ cDNA Synthesis Kit (Bio-Rad). The resulting cDNA was diluted 10 times and used for quantitative PCR. The primer sequences used for qPCR are shown in Additional file 1: Table S4. QPCR was performed using the iTaq Universal SYBR Green Supermix (Bio-Rad) according to the manufacturer**’**s instructions on a CFX384 Touch Real-Time PCR Detection system (Bio-Rad). The quantification cycle (Cq) values were calculated with Bio-Rad CFX Manager 3.1. Cq values of *Hprt* and *Dazl* (embryonic gonad) or *Rpl37a (*adult ovaries) cDNA were used for normalization. The data were analyzed and are presented as mean values of Fold Change (FC) compared to control ± SEM, *p < 0.05, **, P < 0.01, *** p < 0.001, *t* test.

### Chromatin immunoprecipitation and library preparation

We used two ovaries from different animals for each biological replicate; we used two replicates for control and treated groups. Chromatin immunoprecipitation in adult tissue was performed as previously described [2], except for small modifications. Specifically, chromatin was not dialyzed after sonication but instead diluted 6 times with ChIP-dilution buffer. We performed ChIP using 1 µg of H3K4me3 (Merck Millipore, 07-473). Immunoprecipitated DNA was purified with Qiagen MinElute kit, and 10 µg of DNA was used for library construction. Library was prepared using NEBNext^®^ Ultra™ II DNA Library Prep Kit for Illumina (E7645) and submitted to Genomic platform to perform massively parallel 50-bp sequencing in single-end mode.

### Peak calling and identification of differential peaks

All analyses were performed as previously described [2]. Approximately 77.6 million tags were derived from the anti-H3K4me3 ChIP. The resulting sequences were mapped back to the mouse mm10/Ensembl genome using Bowtie 1.0.0 with a seed length of 40. H3K4me3 mark peaks were identified using MACS 2.1.1 with two biological replicate samples, including the corresponding input, using a shift-size window of 73 bp, no model, and a *p* value threshold < 1e−05. Statistical significance was calculated using a Limma test.

### Functional annotation of ChIP-seq data

Functional annotation was performed using GREAT version 3.0.0 or EnrichR with default parameters [74]. We used ChEA to functionally annotate differential peaks. ChEA is a database of genes potentially regulated by specific transcription factors, where the data were extracted manually from different ChIP-seq experiments for each transcription factor. Motif finding was performed using MEME-ChIP [75] with the default parameters. Identified motifs were compared with known motifs using TomTom [76] with the default parameters.

### Data access

All sequencing data from this study are publicly available and have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO); GSE number is GSE129897.

## Additional file

**Additional file 1:** **Fig. S1.** Gestational CD exposure increases H2Aub in embryonic ovaries. **Fig. S2.** Increased levels of H3K27me3 in meiotic cells following embryonic CD exposure. **Fig. S3.** Gestational exposure to CD leads to decrease in expression of developmental genes. **Fig. S4.** Gestational exposure to CD leads to decrease in expression of genes associated with signaling, transcription regulation and DNA repair in three-month-old ovaries. **Fig. S5.** Decrease in the levels of AMH in adult ovaries after gestational CD exposure. **Fig. S6.** Gestational exposure to CD leads to decrease in body and ovarian weights in 5-month-old animals. **Fig. S7.** CD induces increased H3K4me3 occupancy at ZBTB17 binding site. **Table S1.** H3K4me3 differential peaks identified in CD exposed ovaries. **Table S2.** Targets of ZFP57 identified by ChEA. **Table S3.** Targets of TRIM28 identified by ChEA. **Table S4.** Oligonucleotides used for RT-qPCR.

# Supplementary material for: Ovarian dysfunction following prenatal exposure to an insecticide, chlordecone, associates with altered epigenetic features
**Source:** Epigenetics Chromatin. 2019 May 13;12:29. doi: 10.1186/s13072-019-0276-7
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Gestational CD exposure increases H2Aub in embryonic ovaries. Fig. S2. Increased levels of H3K27me3 in meiotic cells following embryonic CD exposure. Fig. S3. Gestational exposure to CD leads to decrease in expression of developmental genes. Fig. S4. Gestational exposure to CD leads to decrease in expression of genes associated with signaling, transcription regulation and DNA repair in three-month-old ovaries. Fig. S5. Decrease in the levels of AMH in adult ovaries after gestational CD exposure. Fig. S6. Gestational exposure to CD leads to decrease in body and ovarian weights in 5-month-old animals. Fig. S7. CD induces increased H3K4me3 occupancy at ZBTB17 binding site. Table S1. H3K4me3 differential peaks identified in CD exposed ovaries. Table S2. Targets of ZFP57 identified by ChEA. Table S3. Targets of TRIM28 identified by ChEA. Table S4. Oligonucleotides used for RT-qPCR.

***Ovarian dysfunction following prenatal exposure to an insecticide, chlordecone, associates with altered epigenetic features***

Louis Legoff<sup>1\*</sup>, Ouzna Dali<sup>1,2\*</sup>, Shereen Cynthia D'Cruz<sup>1\*</sup>, Antonio Suglia<sup>1</sup>, Aurore Gely-Pernot<sup>1</sup>, Chloé Hémery<sup>1</sup>, Pierre-Yves Kernanec<sup>1</sup>, Abbassia Demmouche<sup>2</sup>, Christine Kervarrec<sup>1</sup>, Sergei Tevosian<sup>3</sup>, Luc Multigner<sup>1</sup> and Fatima Smagulova<sup>1#</sup>

<sup>1</sup>Univ Rennes, EHESP, Inserm, Irset (Institut de recherche en santé, environnement et travail) - UMR\_S 1085, F-35000, Rennes, France

<sup>2</sup>Laboratory of biotoxicologie, Department of biology, faculty of natural sciences and life, University Djilali Liabes Sidi Bel Abbes 22000, Algeria

\* Equal contribution

**Additional Files**

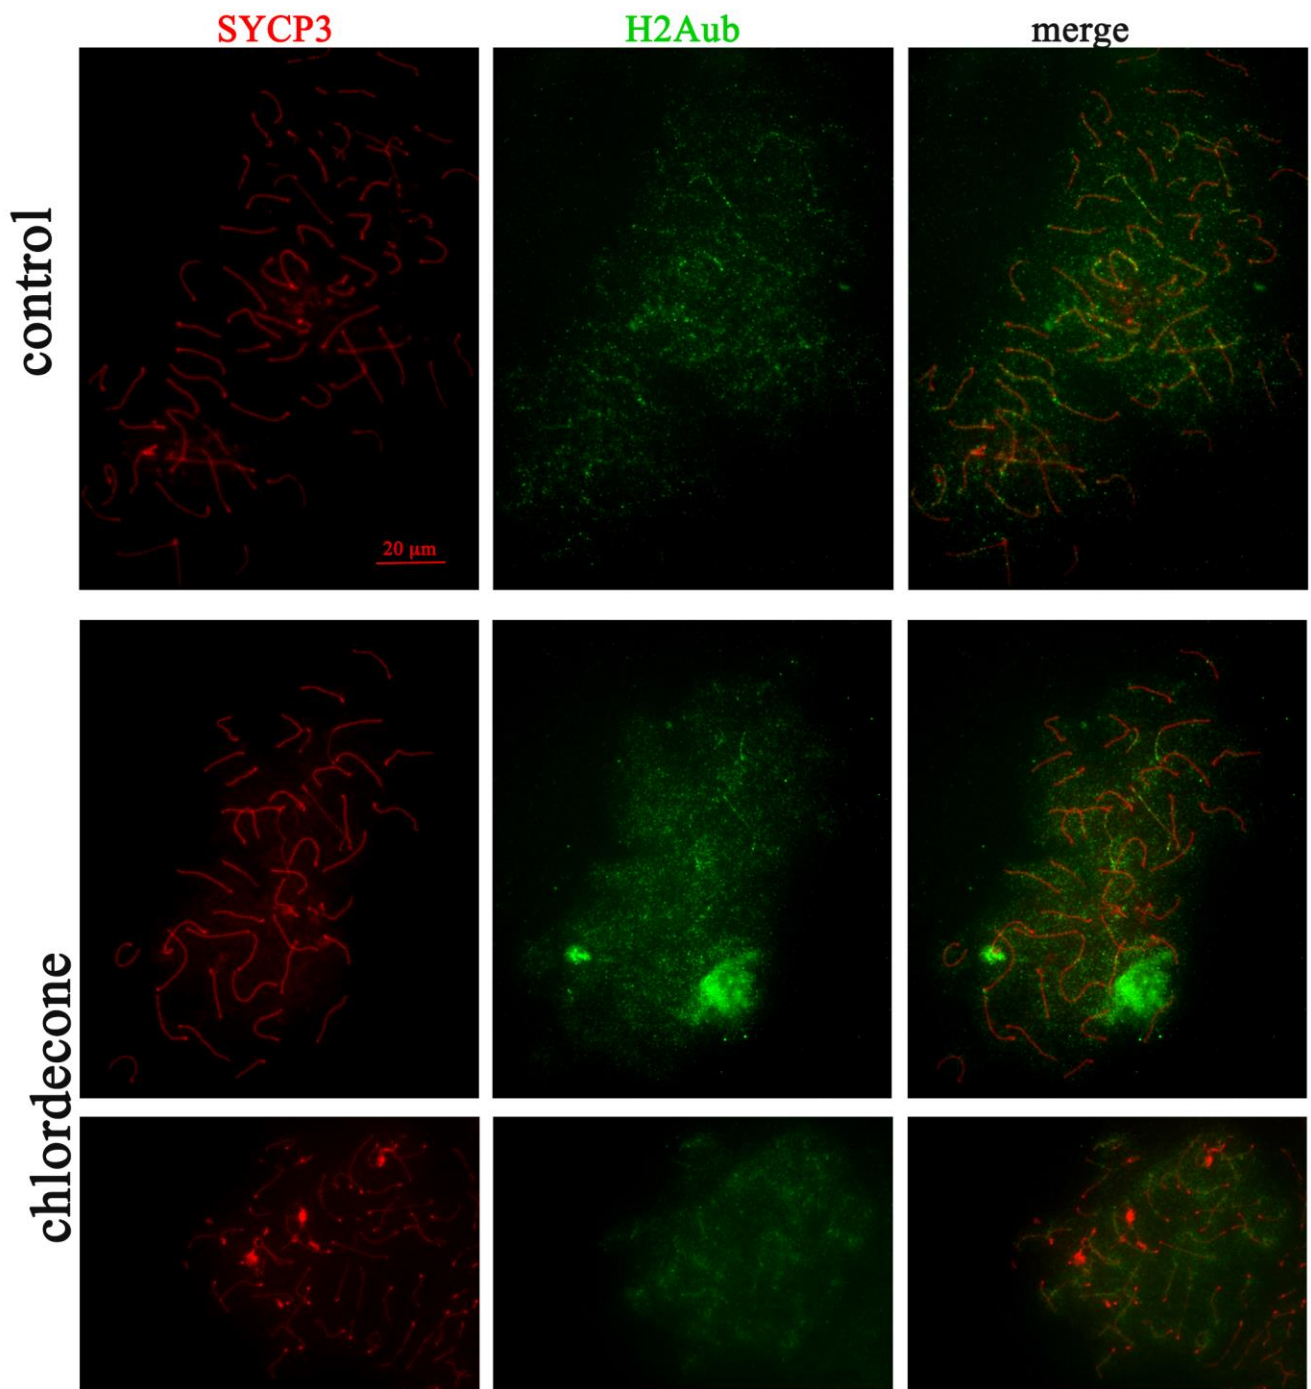

**Fig. S1 Gestational CD exposure increases H2Aub in embryonic ovaries.** H2Aub in surface spreads from E15.5 control (top row) and CD-exposed (bottom two row) ovaries were immunostained with anti-H2Aub (green) and anti-SYCP3 (red) antibodies.

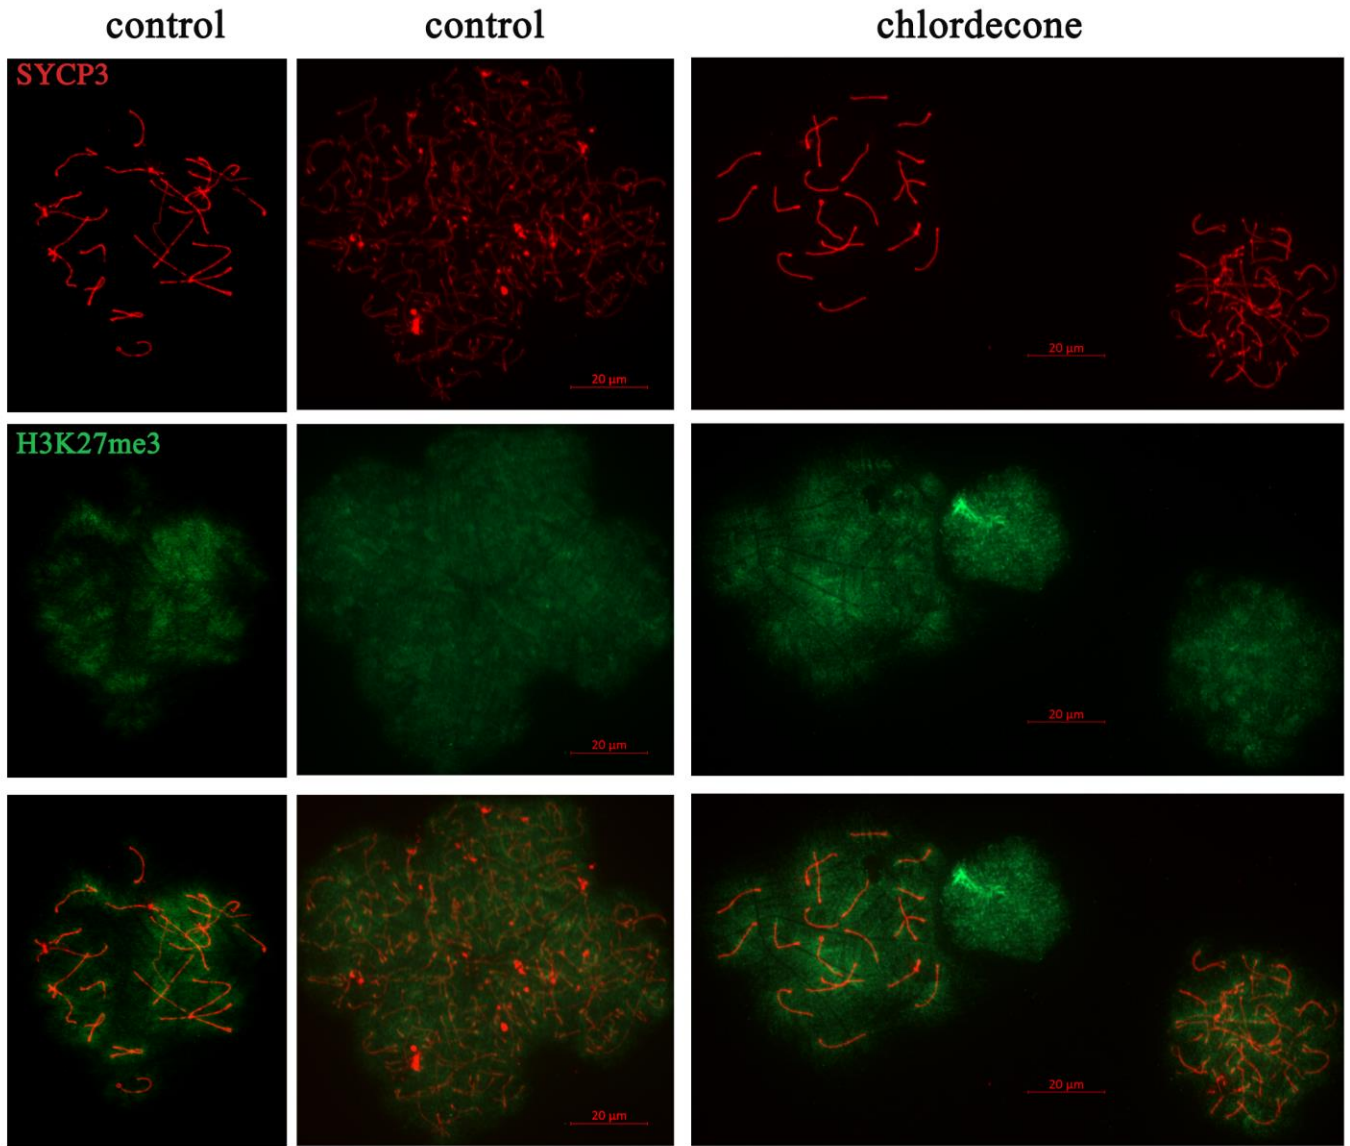

**Fig. S2 Increased levels of H3K27me3 in meiotic cells following embryonic CD exposure.** H3K27me3 in surface spreads from E15.5 control (two first columns) and CD-exposed (third column) ovaries were immunostained with anti-3K27me3 (green) and anti-SYCP3 (red) antibodies.

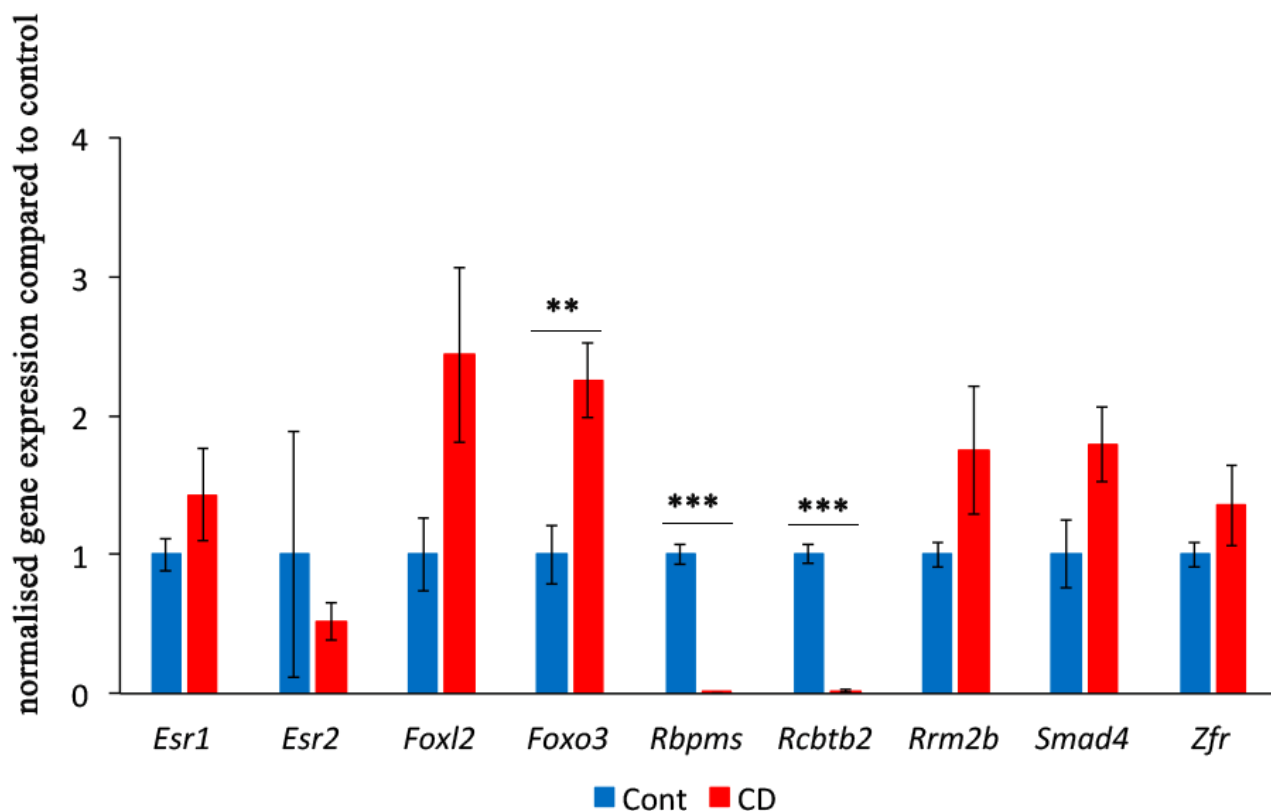

**Fig. S3 Gestational exposure to CD leads to decrease in expression of developmental genes.**

RT and qPCR were performed as described in Methods section using primers provided in Suppl. Table 1. The gene expressions were normalised to expression of germ cell marker) *Dazl* gene, \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , t-test.

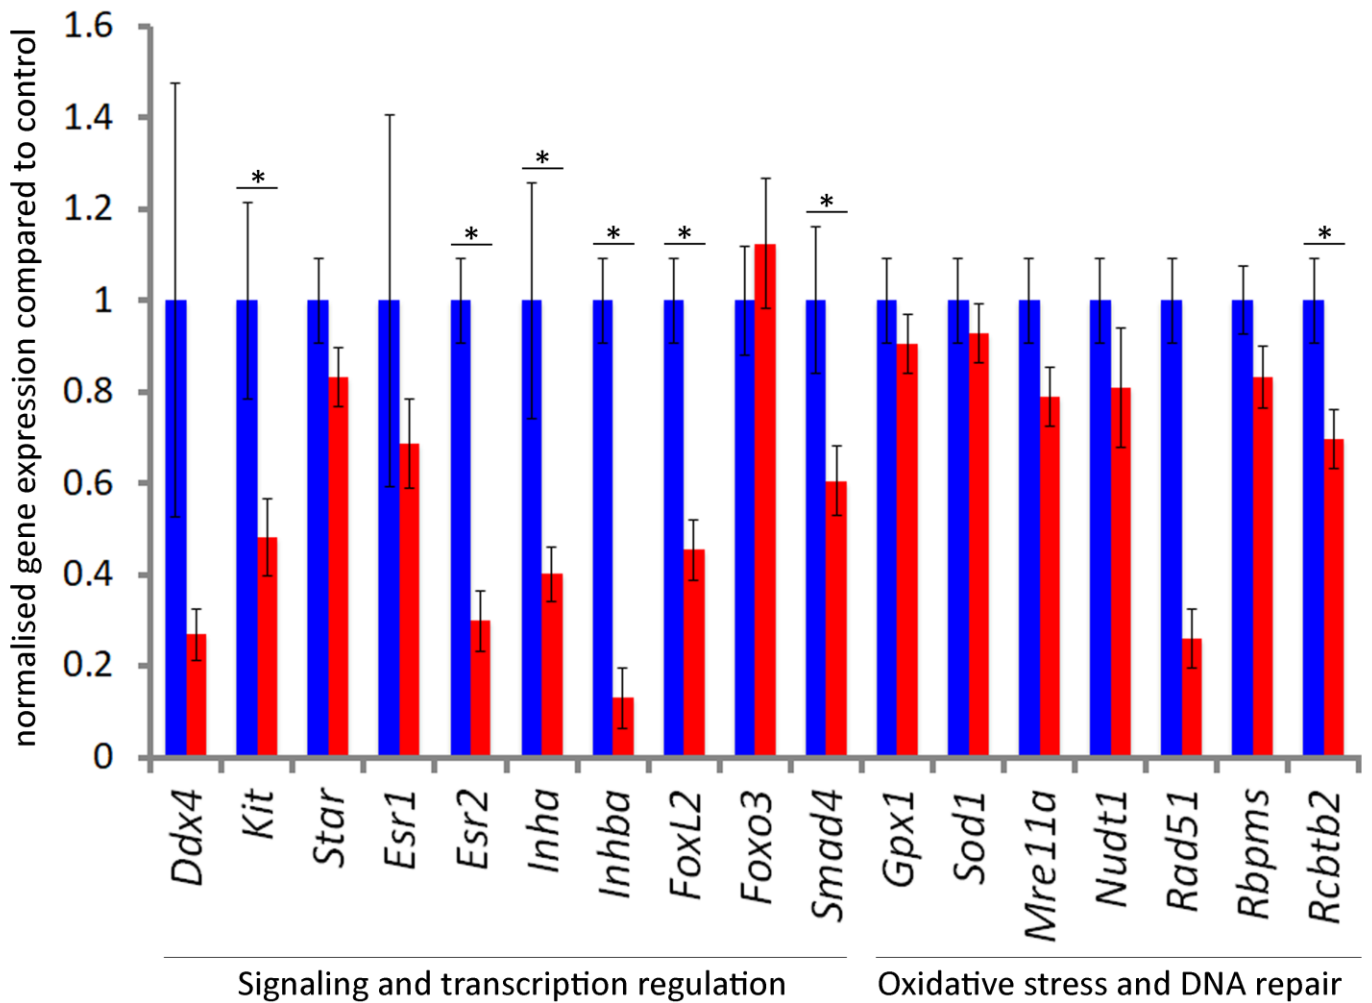

**Fig. S4 Gestational exposure to CD leads to decrease in expression of genes associated with signaling, transcription regulation and DNA repair in three-month-old ovaries.**

RNA was extracted from 3-month-old ovaries. RT and qPCR were performed as described in Methods sections using primers provided in Suppl. Table 1. The gene expressions were normalised to expression of housekeeping *Rpl37a* gene, \* $p < 0.05$ , t-test.

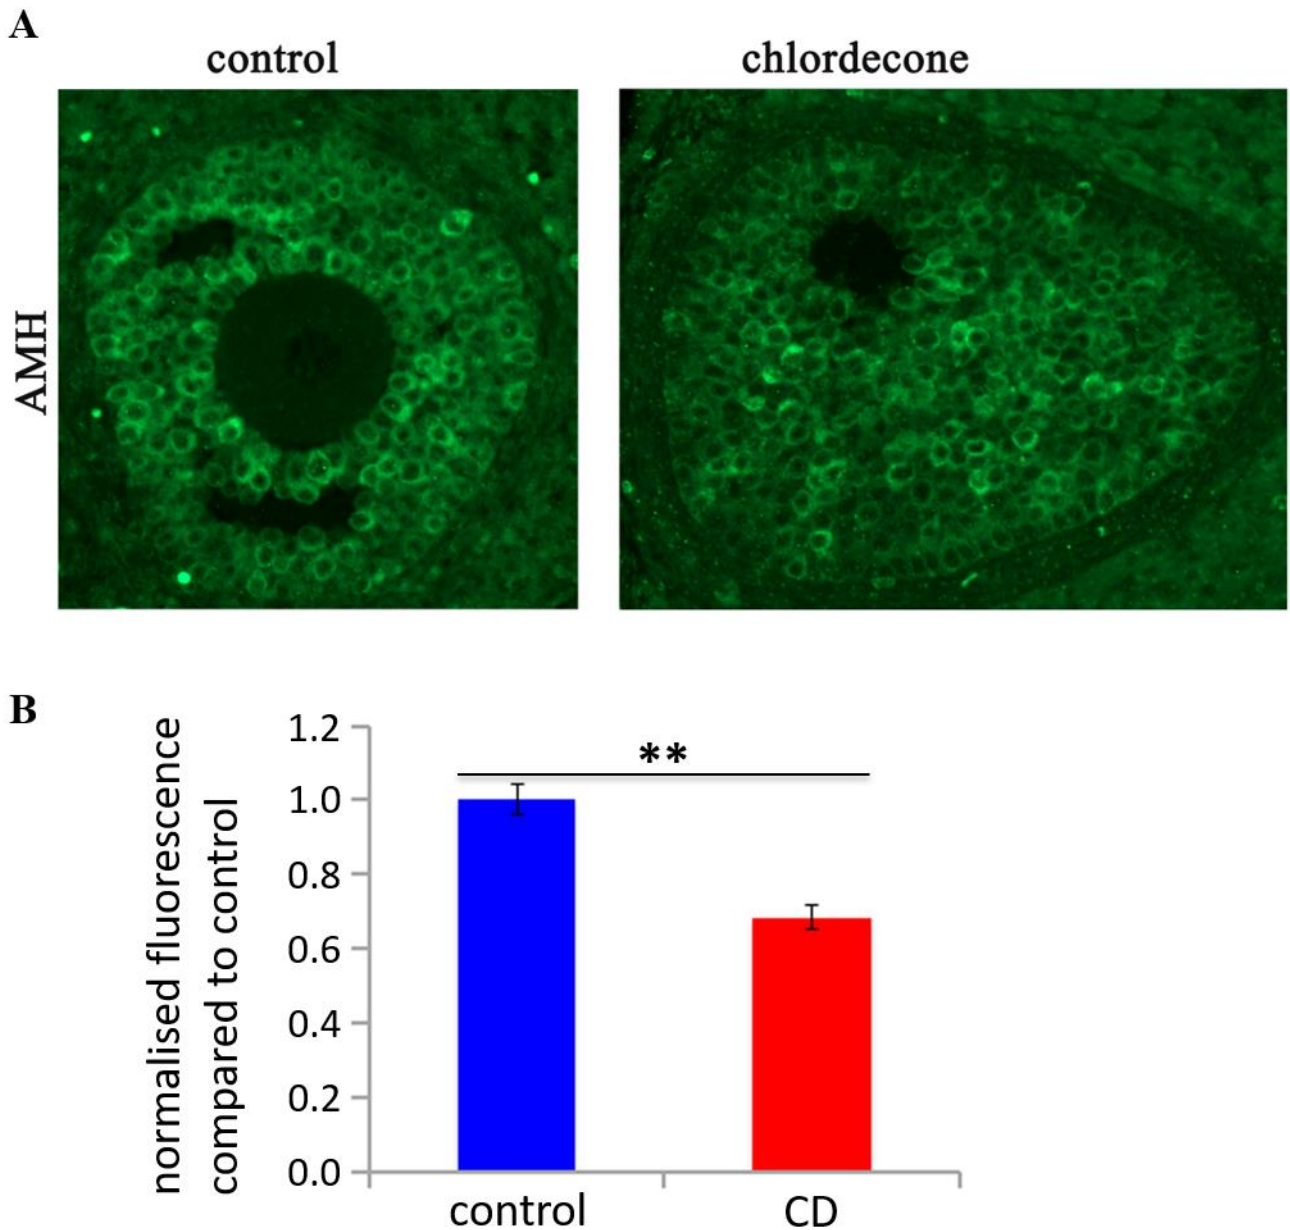

**Fig. S5 Decrease in the levels of AMH in adult ovaries after gestational CD exposure.**

Exposure to CD affects the AMH production in granulosa cells. (A) Representative images of control (left) or treated oocyte (right) immunostained with anti-AMH antibody (green). (B) Quantitative analysis of AMH immunostaining in granulosa cells. Sections from 4 control and 5 treatment were used for analysis. The immunofluorescence was performed as described in Method section using antibody against AMH, the images were obtained using microscope using fixed exposure time. The images were analysed using ImageJ software and the averaged value of fluorescence  $\pm$  SEM were compared,  $**p < 0.01$ , t-test.

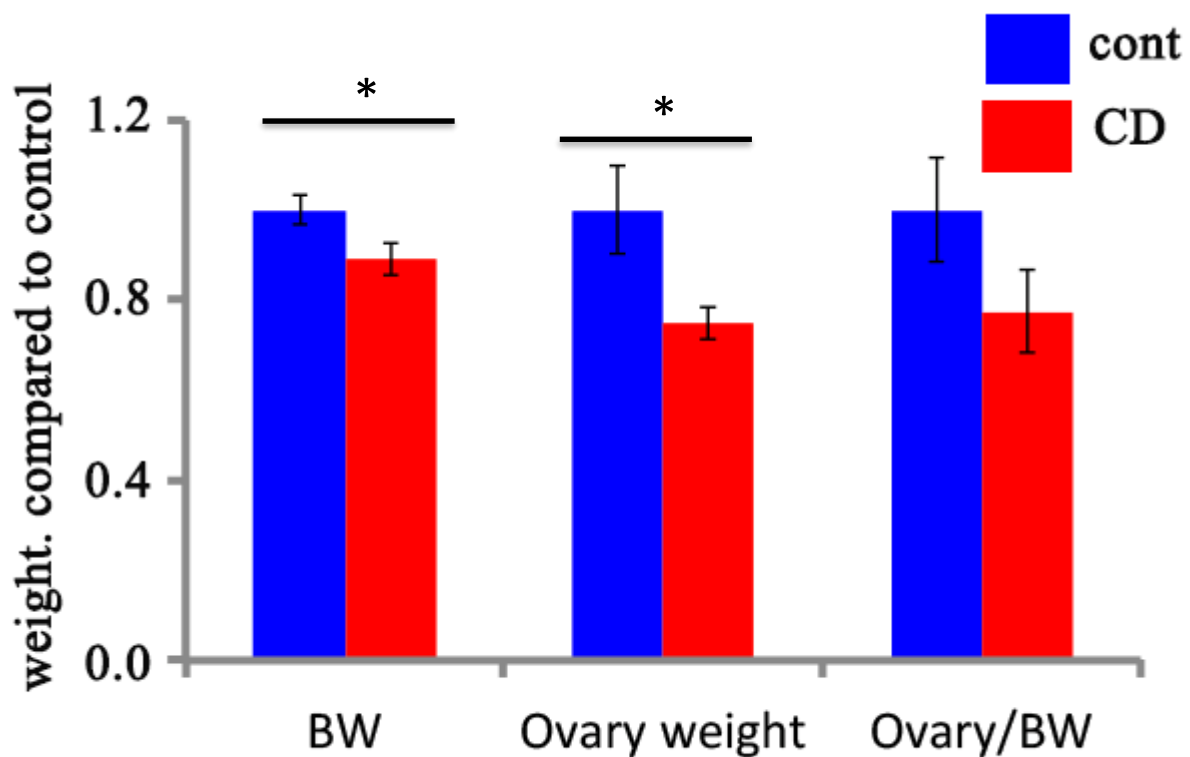

**Fig. S6 Gestational exposure to CD leads to decrease in body and ovarian weights in 5-month-old animals.** Ovarian sections stained by H&E from (A) control and (B) treated ovary. (C) Average body and ovary weights are presented as compared to control +/- SEM, n = 9 for control, n = 12 for treatment, \*p<0.05, t-test.

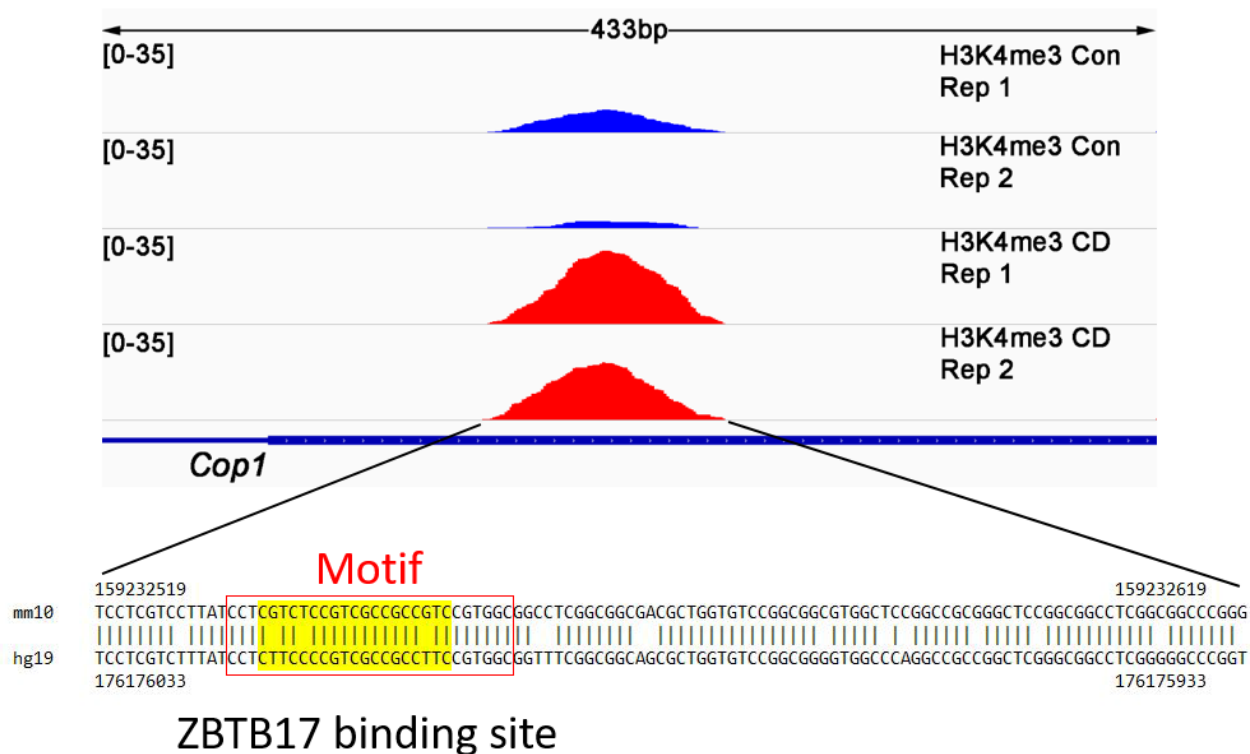

**Fig. S7 CD induces increased H3K4me3 occupancy at ZBTB17 binding site** Conserved ZBTB17 binding site (highlighted) was identified in H3K4me3 differential peaks in CD-exposed ovaries by MEME-CHIP.

**Table S1. H3K4me3 differential peaks identified in CD exposed ovaries**

**Table S1. H3K4me3 differential peaks identified in CD exposed ovaries (*continued*)**

**Table S1. H3K4me3 differential peaks identified in CD exposed ovaries (*continued*)**

**Table S2. Targets of ZFP57 identified by ChEA**

| <b>Coordinates</b>        | <b>Genes</b>         | <b>FC</b>  |
|---------------------------|----------------------|------------|
| chr1:173802147-173802281  | <i>IFI204</i>        | 1.58       |
| chr1:24612704-24612792    | <i>COL19A1</i>       | 2.81       |
| chr2:44923156-44923888    | <i>GTDC1</i>         | 1.69       |
| chr2:89680574-89680651    | <i>OLFR1251</i>      | 1.89       |
| chr4:20860054-20861110    | <i>NKAIN3</i>        | 1.53       |
| chr9:3199219-3199614      | <i>4930433N12RIK</i> | 1.53       |
| chr10:109921161-109921558 | <i>NAV3</i>          | 1.60       |
| chr11:5708105-5708565     | <i>MRPS24</i>        | 4.59       |
| chr11:83019904-83021074   | <i>SLFN8</i>         | 1.55       |
| chr12:61993967-61994189   | <i>LRFN5</i>         | 1.52       |
| chr12:71342392-71342950   | <i>DACT1</i>         | 1.66       |
| chr13:74591224-74591301   | <i>ERAP1</i>         | 1.88       |
| chr14:19585433-19585522   | <i>GM5458</i>        | 1.58       |
| chr14:50061447-50062896   | <i>OLFR726</i>       | 1.73       |
| chr14:89898839-89898946   | <i>GM5088</i>        | 2.00       |
| chr17:6316020-6316102     | <i>DYNLT1A</i>       | 2.49       |
| chr17:6316756-6317094     | <i>DYNLT1A</i>       | -1.62      |
| chr17:87609392-87610082   | <i>EPCAM</i>         | 1.64       |
| chr18:30269221-30269303   | <i>PIK3C3</i>        | 1.51       |
| chr18:30269426-30269501   | <i>PIK3C3</i>        | 4.77       |
| chr18:43477687-43477782   | <i>DPYSL3</i>        | only in CD |

19 out of 1088 targets of ZFP57 were identified in differential peaks, p-value=1.98e-05, adj. p-value=5.88e-03, Fisher exact test.

**Table S3. Targets of TRIM28 identified by ChEA**

| <b>Coordinates</b>        | <b>Genes</b>         | <b>FC</b>  |
|---------------------------|----------------------|------------|
| chr1:173878831-173878906  | <i>MNDAL</i>         | 1.6750284  |
| chr1:173878974-173879106  | <i>MNDAL</i>         | 1.5582267  |
| chr1:173879495-173879609  | <i>MNDAL</i>         | 1.5095978  |
| chr1:24612704-24612792    | <i>COL19A1</i>       | 2.81       |
| chr2:89680574-89680651    | <i>OLFR1251</i>      | 1.8945822  |
| chr6:3396825-3397048      | <i>SAMD9L</i>        | 1.9753817  |
| chr8:21001663-21001760    | <i>DEFA21</i>        | 2.6134173  |
| chr8:21001831-21002001    | <i>DEFA21</i>        | 2.2112592  |
| chr8:90887158-90887272    | <i>CHD9</i>          | 1.7538101  |
| chr9:3199219-3199614      | <i>4930433N12RIK</i> | 1.5273381  |
| chr10:42501322-42501511   | <i>SNX3</i>          | 1.5415206  |
| chr13:13438243-13438324   | <i>NID1</i>          | 1.6205869  |
| chr13:99355496-99355586   | <i>MRPS27</i>        | 2.5560561  |
| chr14:120773348-120774644 | <i>IPO5</i>          | 2.1311604  |
| chr14:19585433-19585522   | <i>GM5458</i>        | 1.5750028  |
| chr14:5070876-5071049     | <i>4930555G01RIK</i> | 1.5226169  |
| chr14:89898839-89898946   | <i>GM5088</i>        | 2.0005787  |
| chr17:30575059-30577498   | <i>BTBD9</i>         | 1.9795238  |
| chr17:30611268-30613120   | <i>GLO1</i>          | 2.047575   |
| chr17:3082772-3082878     | <i>PISD-PS2</i>      | 1.5433947  |
| chr17:3082986-3083058     | <i>PISD-PS2</i>      | 1.622633   |
| chr17:30901212-30902232   | <i>GLP1R</i>         | 2.8054997  |
| chr17:36031753-36031879   | <i>H2-T23</i>        | 1.681616   |
| chr17:36042188-36042522   | <i>H2-T9</i>         | 1.5574158  |
| chr17:36120888-36120984   | <i>H2-T10</i>        | 1.8759276  |
| chr17:36167486-36168446   | <i>GM8909</i>        | 1.738689   |
| chr17:6270515-6271091     | <i>TMEM181A</i>      | -4.31375   |
| chr17:6316020-6316102     | <i>DYNLT1A</i>       | 2.4931009  |
| chr17:6316756-6317094     | <i>DYNLT1A</i>       | -1.622523  |
| chr17:6601321-6601649     | <i>TMEM181C-PS</i>   | 1.6534504  |
| chr17:6601816-6601940     | <i>TMEM181C-PS</i>   | 1.9875913  |
| chr17:6602312-6602408     | <i>TMEM181C-PS</i>   | 1.9081248  |
| chr17:6654914-6655044     | <i>DYNLT1C</i>       | 2.0171066  |
| chr17:6655123-6655560     | <i>DYNLT1C</i>       | 1.6523212  |
| chr17:6655701-6655789     | <i>DYNLT1C</i>       | 1.5467736  |
| chr17:8146693-8146998     | <i>RNASET2A</i>      | 1.6264815  |
| chr17:8147894-8147991     | <i>RNASET2A</i>      | 1.8192032  |
| chr18:43477687-43477782   | <i>DPYSL3</i>        | only in CD |

28 out of 2000 targets of TRIM28 were identified in differential peaks, p-value=1.11e-05, adj. p-value=5.88e-03, Fisher exact test.

**Table S4. Oligonucleotides used for RT-qPCR**

| <b>Gene Name</b> | <b>Forward</b>             | <b>Reverse</b>              |
|------------------|----------------------------|-----------------------------|
| <i>Dazl</i>      | CAGTATGTTTCAGGCATATCCTC    | ATTCATTGGGCAAATATCAGC       |
| <i>Ddx4</i>      | ACAGGATGTCCCCGCATGGC       | TCCCATGACTCGTCATCAACTGGA    |
| <i>Dmc1</i>      | GGCCCAGATGTTGTCACGACTC     | TCAGTTCTCCTCTTCCCTTGCG      |
| <i>Esr1</i>      | CACGTTTCTGTCCAGCACCTTGAAGT | AGAGATGCTCCATGCCTTTGTTACTCA |
| <i>Esr2</i>      | GTCAGGCACATCAGTAACAAGG     | GTGAGCATTGAGCATCTCCA        |
| <i>Ezh2</i>      | CAAAGGATACAGACAGTGACAGAG   | CCGAGAATTTGCTTCAGAGGAG      |
| <i>Foxl2</i>     | GCAAGGGAGGCGGGACAACAC      | GAACGGGAAGTTGGCTATGATGT     |
| <i>Foxo3</i>     | CAAACGGCTCACTTTGTCCC       | TCATTCTGAACGCGCATGAA        |
| <i>Gpx1</i>      | TCTCTGAGGCACCACGATCC       | TCTTGCCATTCTCCTGGTGTC       |
| <i>Hprt</i>      | TGCTGACCTGCTGGATTACA       | TTATGTCCCCCGTTGACTGA        |
| <i>Inha</i>      | GGCGTCTGCCTCGAAGACAT       | GTTGGGATGGCCGAATACA         |
| <i>Inhba</i>     | CAGGAGGGCCGAAATGAATG       | CGGATGGTGACTTTGGTCCTG       |
| <i>Kit</i>       | AGCGTCTTCCGGCACAACGG       | GCCAATGAGCAGCGGCGTGA        |
| <i>Lhr</i>       | TGCCTTTGACAACCTCCTCA       | TCGAAACATCTGGGAGGGTC        |
| <i>Mre11a</i>    | GAGCAGTAGTTGCCAAGAAGA      | TGTGAAGTCAGTATGTGGTGCTT     |
| <i>Nr5a1</i>     | TCGTGGTGGTAGTCGTCGTA       | CTCCCTCTGGTCTCTTGCT         |
| <i>Nudt1</i>     | CCGGATGACAGCTACTGGTTC      | GCAGCGAGTAACTGAGGATCG       |
| <i>Rad51</i>     | ATTGGTTCCAATGGGTTTCA       | GGCATGTAAACAGCCAACGTA       |
| <i>Rbpms</i>     | TAGCATTTATGATAGCACCTCAG    | GTTACCTCCAACTAAGGTCCC       |
| <i>Rcbtb2</i>    | CTGAAAGTGTAACAGTGCCA       | GCTCATACCAGACAGATCCCT       |
| <i>Ring1a</i>    | CGGTTCTGAAGACTCTGGTGAC     | CAGTAGTCTTCACGTACCGAGTCTG   |
| <i>Rnf8</i>      | GTGCCACAGTTTCTGCTCC        | CAGTCTCTTTGCTCTCCGTTCC      |
| <i>Rpl37a</i>    | TGGGGCCTGGACCTACAA         | GCAGGGCTTCTACTGGTCTT        |
| <i>Rrm2b</i>     | CAGATTTCTAAAGCCCTCCTCA     | AGTATGTATCCCTGATCATCTCTCA   |
| <i>Smad4</i>     | TAATCGCGCATCAACGGAGA       | CTGCTGCTGTCCTGGCTGAG        |
| <i>Sod1</i>      | GGACAATACACAAGGCTGTACCA    | CAGTCACATTGCCAGGTCTC        |
| <i>Star</i>      | TCTCTGCTTGGTTCTCAACTGG     | AAACACCTTGCCACATCTG         |
| <i>Stra8</i>     | CCACCTGCAACTCAGAAAATCCAG   | TCCGGCCCTCCTGCTTTACAGAT     |
| <i>Wdr5</i>      | CTGAAGATGTCGGCTCAGGG       | GCACAGAACAGACCAGGAAT        |
| <i>Zfr</i>       | TTCAGAGTTCAGCAGCAG         | GCCATTTTGGCATCTTCCCC        |

How the deposited data were processed for this re-analysis (not part of the article)

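H3K4me3 was measured by ChIP-seq in 2 CD and 2 control samples of adult ovary, each from 2 ovaries of different animals. The authors mapped 50-bp single-end reads to mm10 with Bowtie 1.0.0, called peaks with MACS 2.1.1 and tested them between groups with limma, keeping peaks with an FC above 1.5 and an FDR under 0.1. The authors' deposited table is a single list of 151 peaks with a score per peak, a signed fold change of CD over control with negative values where CD is lower. How the reads behind this score were normalized is not named in the paper's text. Values above 100 in either direction, of which there are 3, belong to peaks that the paper's tables describe as present in only one group, so their size is not a measured ratio, and they were left out of the test of neighbouring peaks. The table holds no depth, and the paper gives only the total of about 77600000 tags for all ChIP libraries, so no precision per sample or per peak can be given. Samples were grouped by their labels, which match the paper's methods, and no new test between CD and control was possible from the list.

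Positions are those of mm10, given from 1, and were used with the GRCm38 sequence and the GENCODE M21 annotation of the same build, which lists 21938 protein-coding genes. Peaks at most 10 kb apart were joined into loci. Start sites are those of protein-coding transcripts, and distances run from the edge of a peak. For a gene of Tables S2 and S3 that is not protein-coding, such as 4930433N12Rik or Pisd-ps2, the distance runs to the start of any of its transcripts. The rules that assign genes to peaks use the outermost annotated start site of each gene. Random placements kept the width and chromosome of each peak (10000 placements), permutation tests used 100000 resamples, and the share of loci on chromosome 17 was tested with an exact binomial test. For copies of sequence, every 50-mer of each peak was looked up on both strands of the whole assembly, and windows at 3000 randomly drawn start sites served as background. Each peak with 250 bp on both sides was also aligned to the genome with megablast of BLAST+ 2.17.0, and a copy was counted at an identity of at least 90% over at least 80% of the window. Sequence that the assembly marks as repeated was masked in this search, and copies of a smaller part of a window were not counted. The numbers of peaks with a copy are therefore lower bounds. For comparison, 1000 windows at start sites were aligned in the same way. Analyses were run in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and Numba 0.67.0. Some of the procedures were tested on simulated data. The look-up of 50-mers called 100 of 100 planted exact copies and 0 of 100 windows without a copy. The gene rule gave 5 of 5 right assignments. The alignment was not tested in this way. The test of neighbouring peaks called 50 of 50 simulated sets with shared fold changes and 3 of 50 with independent ones. The simulated values had no FC threshold, so these counts do not give the power of that test for the real list.

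The choices of thresholds, distances, backgrounds and k-mer lengths, and the alternatives to them, were set before the data were examined, apart from those described as chosen later. The alignment of copies with its limits, the tests built on it, and the comparison of narrow with wide peaks were not among these planned choices. A rule for naming individual peaks was also set before the data were examined, with Tables S1 to S3 at hand. It takes every peak at the genes the paper's text names for the ChIP-seq and the 10 peaks with the largest absolute FC. It also takes every peak on chromosome Y and the other peaks of all these loci. Some peaks outside this rule are named too, such as those at Gm6223, Tmem181a, Dynlt1c, Btbd9, Dnah8 and Glp1r and further processed pseudogenes. Immunostaining, follicle counts and gene expression by PCR were not analysed here, nor were the ChEA gene sets, the ontology terms and the motif searches.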

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

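The tests of the peaks in Def8 and of male DNA were chosen only after the values were seen. Of the 12 peaks that are at least 10-fold higher in CD in the authors' deposited table, 9 lie in a stretch that the paper's text does not discuss, within introns of Def8 on chromosome 8. There, the 9 adjacent peaks between 123426353 and 123434049 are all higher in CD. The lowest fold among them is 13.0 and the highest is 54.3, apart from the last peak, from 123433968 to 123434049, which Table S1 describes as present only in the exposed group. None of the 9 peaks lies within 1 kb of a protein-coding start site, and the nearest is 2826 bp away. Exact matches at several places are argued against for the first 2 peaks, with folds of 13.0 and 21.3. Only 0.263% of their 50-mers occur elsewhere in the genome. No aligned copy of at least 90% identity was found for them. They are 2470 and 1055 bp wide, and copies of a smaller part of such wide windows were not counted, so this decides little. In the 500 bp on each side of them, 56.8% and 41.2% of the 50-mers are repeated. Reads placed with mismatches therefore stay open for these 2 peaks. The other 7 peaks do have aligned copies, and 13.8% of their 50-mers are repeated, from 3.17% in the peak with the fold of 28.4 and 5.27% in the peak with the fold of 26.1 to 27.5% in the peak with the fold of 30.3 and 22.4% in the peak with the fold of 54.3. Most of their 50-mers are thus unique in the reference, which goes against exact multiple matches, but reads placed with mismatches between near-identical copies stay open. A sequence variant carried by some of the animals stays open: the rise covers 7697 bp as a block, as such a variant could give, but a change in chromatin of an element inserted there could give the same, and without values per sample the explanations cannot be told apart. With 4 ovaries per group, a variant present by chance in more of the CD animals would not need the exposure. An effect of CD itself stays open as well and was not tested.

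Further peaks outside those the paper discusses rose at least 10-fold in the deposited table. The peak on chromosome 9 from 90118910 to 90119000 has an FC of 21.5 and lies in Gm6223, a processed pseudogene whose sequence matches the start of Tmem41b on chromosome 7 with 98.9% identity. The peak on chromosome 18 from 43477687 to 43477782, with a listed value of 803, lies in Eif3j2 and is described as present only in CD in Tables S2 and S3, where it is assigned to Dpysl3, whose nearest start site is 39401 bp away. Over all peaks in processed pseudogenes, a match to the start of another gene was more common than in random windows of such pseudogenes (two-sided Fisher's exact test, p = 4.32e-06), which is consistent with reads of the parent gene's start being placed on the pseudogene. Against this, 0% of the 50-mers of the Gm6223 peak occur elsewhere in the reference, so such reads would have to be placed with mismatches or differ from the reference. No biological explanation was tested for these peaks.

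The deposited table also lists 3 peaks on chromosome Y, although the tissue is ovary, and all are higher in CD: from 4802886 to 4802968 with an FC of 10.4, from 10643731 to 10643835 with 2.04, and from 90724496 to 90724576 with 1.67. For reads from near-identical copies on other chromosomes, 2 of the 3 peaks have an aligned copy of at least 90% identity outside chromosome Y; the second one has 98.7% identity with a place on chromosome 13, and the first one is a copy of peaks in the Def8 stretch. For the peak at 90724496 the aligned copy is on chromosome Y itself, with 92.7% identity, so the origin of its reads stays open. DNA of male cells in the CD libraries would be expected to bring peaks at the start sites of genes that male cells use, and 0 of 8 such genes on chromosome Y (Ddx3y, Eif2s3y, Kdm5d, Uty, Usp9y, Zfy1, Zfy2 and Uba1y) have a differential peak within 10 kb. Because the list holds only peaks past the authors' thresholds, a small share of male DNA and shared sequence cannot be told apart for that peak.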

How the results depend on the processing

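In all, 33 alternatives, of which 2 coincide, were computed for 10 results, and 25 left the direction, the side of the threshold or the size of the result as it was. Requiring an absolute FC of at least 2 lowered the number of differential peaks from 151 to 59 and the share higher in CD from 89.4% to 81.4%, below the 95% interval of the full list. This threshold kept 48 of the 135 higher peaks and 11 of the 16 lower peaks. Leaving out chromosome Y gave 148 peaks, 89.2% of them higher, and counting each locus once gave 88.4%. The number of loci moved between 93 and 123 with joining distances from 1 kb to 1 Mb. The 183 genes assigned to peaks fell to 116 with the nearest gene alone and to 54 with start sites within 5 kb, because these rules assign fewer genes by construction, and rose to 197 with all genes of the annotation.

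The share of peaks near start sites, which the mark itself places above random windows, was above them under each of its 4 alternatives, with 7.28% to 51.7% of peaks and p = 0.0001 in the permutation test, the smallest the placements give. The share of loci on chromosome 17 stayed above its background under its 3 alternatives, down to 11.8% with a joining distance of 1 Mb (exact binomial test, p = 0.00514). This p-value is not corrected for the choice of the chromosome with the most peaks, so the excess at 1 Mb stays undecided. The similarity of neighbouring fold changes stayed short of the threshold under its alternatives, with p from 0.0656 to 0.191 in the permutation test. Leaving out the locus that holds most peaks and leaving out the locus at Def8 are the same step, and both gave p = 0.133 in that permutation test. Table S1 and the deposited table matched in 151 peaks under all 3 definitions of a match.

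For sequence copies, the answer depended on how a copy was defined. With at least 50% of its 50-mers repeated, 1 peak counted, against a median of 6 windows at start sites (one-sided permutation test, p = 0.997). With any repeated 50-mer, the comparison reversed to 74 peaks against 18 (same permutation test, p = 0.0001), and with 40-mers to 8 against 6 (p = 0.344). In the 500 bp on each side of the peaks, an alternative chosen after seeing the data, 62 peaks had at least 50% of 50-mers repeated against 4 (same permutation test, p = 0.0001). For the GC content of the peaks, 53.0%, the direction reversed with the background, from above random placements at 42.0% to below start sites at 59.0% (permutation test, p = 0.0003), which follows from the different base composition of the backgrounds.

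No paired analysis was possible because the deposited list holds no values per sample, and leaving out each replicate in turn was not possible for the same reason. The depth per sample is unknown, so no limit of detection can be given for peaks that are not on the list.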

Differences from the paper's values

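With the main settings, the counts of peaks, assigned genes and targets that the paper states differed by less than 1.5 times from those counted here. The peaks are the authors' own list and the targets were counted in Tables S2 and S3, so their match was fixed in advance. Only the assigned genes, 183 against the paper's 185, were computed anew. Other settings differed by more. An absolute FC of at least 2 left 59 peaks against 151. The nearest gene alone gave 116 genes, and start sites within 5 kb gave 54, against the paper's 185. The paper names Samd9l and Chd9 in its discussion as targets of ZFP57. In Table S2, which lists the ZFP57 targets, 0 peaks are assigned to these genes, while Table S3 for TRIM28 lists both. Table S3 names Dynlt1c for the peaks from 6654914 to 6655789 and Tmem181c-ps for those from 6601321 to 6602408 on chromosome 17. In the annotation used here, the first group lies at most 856 bp from a Dynlt1f start site and at least 53243 bp from that of Dynlt1c, and the second group lies at the start of Dynlt1c, at least 37382 bp from that of Tmem181c-ps. Dynlt1b is named for spindle orientation among genes enriched in differential peaks, and its nearest peak lies 45947 bp from its start site.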

Other observations

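The tests of the peaks from Btbd9 to Glp1r, of processed pseudogenes and of pairs of copies were chosen only after the values were seen. The search for aligned copies was not among the choices set beforehand, which used exact 50-mers. Many differential peaks lie in sequence that has a near-identical copy. An aligned copy of at least 90% identity was found for 81 of the 151 peaks (53.6%), against 65 of 1000 windows at random start sites (6.5%), and draws of 151 such windows gave a median of 10 and at most 23 (one-sided permutation test, p = 0.0001, the smallest the draws can give). With an identity of at least 95%, 66 peaks (43.7%) and 4.30% of the windows had a copy. For aligned copies, the 81 peaks argue against duplicated sequence being only as common as at any start site. Only 48 of the 151 peaks lie within 1 kb of a start site, however, and aligned copies were not counted in random placements. Exact repeats within the peaks gave another picture, with 1 peak against a median of 6 start site windows having at least 50% of its 50-mers repeated (one-sided permutation test, p = 0.997). Random placements gave 17 such windows, more than start sites. The copies were spread over both directions, with 74 of 135 higher and 7 of 16 lower peaks (two-sided Fisher's exact test, p = 0.437). The unchanged peaks were not analysed here, so start sites stand in for them. A candidate explanation is that fold changes at such peaks reflect how reads were divided among copies, or sequence variants between animals that shift reads from one copy to another, and the list of fold changes alone does not separate these from an effect of CD.

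Narrow peaks stand out in the same way. In the 500 bp on each side, the 95 peaks of at most 200 bp had a mean of 53.0% repeated 50-mers and the 56 wider peaks 28.0%, a difference of 25.0 percentage points (two-sided permutation test, p = 1e-05, the smallest the resamples can give). This is consistent with many narrow peaks being islands of unique sequence inside repeats, where reads can be placed while their neighbours cannot. The share near a start site did not separate the narrow peaks (27 of 95) from the wide ones (21 of 56; two-sided permutation test, p = 0.284).

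Processed pseudogenes, copies of mature RNAs inserted into the genome, held 10 of the peaks. The sequence of 7 of the 10 matched a place within 1 kb of the start site of a protein-coding gene elsewhere, against 86 of 1000 random windows of such pseudogenes (8.60%; two-sided Fisher's exact test, p = 4.32e-06). Named after their values were seen, the matches include Rps2-ps13 on chromosome X, lower by 36.9-fold in the authors' deposited table, with the start of Rps2 on chromosome 17 (97.8% identity), Mpc1-ps, lower by 1.60-fold, with Mpc1 (98%), Gm10110, higher by 2.00-fold, with Pabpc4 (99.1%), and Gm8116, higher by 2.47-fold, with Carnmt1 (99.2%). A hypothesis is that H3K4me3 at the active parent gene gives reads that are placed on the pseudogene where an animal's own sequence is closer to it than to the parent in the reference. Against it, 3 of the 7 matching peaks, in Rps2-ps13, Mpc1-ps and Gm6223, have no 50-mer that occurs elsewhere in the reference, so that it would need mismatched reads or sequence variants. Pseudogenes that kept the parent's start and carry the mark themselves would give the same matches and stay open. Processed and unprocessed pseudogenes together held 6 of the 16 lower peaks (37.5%) and 8 of the 135 higher peaks (5.93%; two-sided Fisher's exact test, p = 9.84e-04). Polymorphic pseudogenes were not counted, although higher peaks also lie in Mx2 (FC 1.97) and H2-T10 (FC 1.88), which are of this kind. An effect of CD on these pseudogenes was not tested.

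Some differential peaks are copies of each other. Counting any overlap of an aligned copy with another differential peak, there are 32 such pairs among 48 peaks, and in 8 pairs, which involve 3 lower peaks, the 2 members changed in opposite directions. If reads had moved from one copy to the other, opposite pairs would be more common than with permuted directions, which gave a median of 6 (one-sided permutation test, p = 0.266). With so few lower peaks, this test leaves the question open. The peak with the largest absolute FC in the authors' deposited table, on chromosome 16 from 90349455 to 90349544, lies in exons of the non-coding RNAs Gm49708 and Gm49709 and is described in Table S1 as present only in control, with a listed value of -858. Its surroundings have 21 aligned copies, the closest with 99.5% identity on chromosome 1, and 2 of the copies hold differential peaks listed as higher in CD, on chromosome 19 from 9836720 with an FC of 1.53 and on chromosome 7 from 48131923 with 1.91. Other examples are the lower peak in Tmem181a, from 6270515 to 6271091 on chromosome 17, whose copy holds the higher peak from 6476354 to 6477115, and the lower Dynlt1a peak with its copies at Dynlt1c and Dynlt1f.

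The excess of loci on chromosome 17 remained among loci without an aligned copy, which does not exclude partial copies or repeats. A copy was found at 13 of 24 loci there and 47 of 97 loci elsewhere (two-sided Fisher's exact test, p = 0.654). Among the 61 loci without a copy 11, or 18.0%, were on chromosome 17 (two-sided exact binomial test against the share of start sites, p = 1.44e-04). These 11 include the peak from 6493052, of whose 50-mers 21.4% are repeated, and the 4 peaks from Btbd9 to Glp1r. Those 4 are neighbours that the test counts as independent. Duplicated sequence as part of the excess is therefore not excluded. The binomial p-value is not corrected for the choice of chromosome. Of the 24 loci, 21 lie before 37 Mb, where 59.3% of the protein-coding genes of the chromosome start. They include 14 peaks from 6270515 to 6979595, 4 from 30575059 to 30902232 and 4 from 36031753 to 36168446. A difference between the groups in the inherited sequence of this part of the chromosome stays open, as does an effect of CD, and neither was tested.

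From Btbd9 to Glp1r, the 4 peaks are all higher in CD in the authors' deposited table, with folds from 1.95 to 2.81. A copy number difference between the groups could give a shared factor. The range of the 4 folds, 0.858, is not unusually small, since 43.7% of 10000 random sets of 4 higher peaks have as small a range. This result depends on the Glp1r peak, with a fold of 2.81. Of the 135 higher peaks, 87 have folds between 1.5 and 2, so random sets tend to small ranges too and the test decides little. The peaks at Btbd9, Glo1 and Dnah8 have close folds of 1.98, 2.05 and 1.95, and their range was not tested alone. Without an error for each fold change, a copy number difference and a change of H3K4me3 over neighbouring start sites cannot be told apart.

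The paper connects the altered regions with ZFP57, a regulator of imprinted genes. Of a list of 37 imprinted genes written before the positions were compared, no start site lay close to a differential locus: 0 of 121 loci lie within 100 kb of such a start, and draws of 121 random protein-coding start sites gave a median of 0 (one-sided permutation test, p = 1). Because so few loci would lie there by chance, a count of 0 does not decide whether differential loci lie near imprinted genes, and the question stays open.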
